# CsIVP functions in vasculature development and downy mildew resistance in cucumber

**DOI:** 10.1371/journal.pbio.3000671

**Published:** 2020-03-23

**Authors:** Shuangshuang Yan, Kang Ning, Zhongyi Wang, Xiaofeng Liu, Yanting Zhong, Lian Ding, Hailing Zi, Zhihua Cheng, Xuexian Li, Hongyan Shan, Qingyang Lv, Laixin Luo, Renyi Liu, Liying Yan, Zhaoyang Zhou, William John Lucas, Xiaolan Zhang

## Abstract

Domesticated crops with high yield and quality are frequently susceptible to pathogen attack, whereas enhancement of disease resistance generally compromises crop yield. The underlying mechanisms of how plant development and disease resistance are coordinately programed remain elusive. Here, we showed that the basic Helix-Loop-Helix (bHLH) transcription factor *C**ucumis* *s**ativus* *I**rregular* *V**asculature* *P**atterning* (*CsIVP*) was highly expressed in cucumber vascular tissues. Knockdown of *CsIVP* caused severe vasculature disorganization and abnormal organ morphogenesis. CsIVP directly binds to vascular-related regulators *YABBY5* (*CsYAB5*), *BREVIPEDICELLUS* (*CsBP*), and *AUXIN/INDOLEACETIC ACIDS4* (*CsAUX4*) and promotes their expression. Knockdown of *CsYAB5* resulted in similar phenotypes as *CsIVP*-RNA interference (RNAi) plants, including disturbed vascular configuration and abnormal organ morphology. Meanwhile, *CsIVP*-RNAi plants were more resistant to downy mildew and accumulated more salicylic acid (SA). CsIVP physically interacts with NIM1-INTERACTING1 (CsNIMIN1), a negative regulator in the SA signaling pathway. Thus, *CsIVP* is a novel vasculature regulator functioning in CsYAB5-mediated organ morphogenesis and SA-mediated downy mildew resistance in cucumber.

## Abstract 2

The novel vascular patterning regulator CsIVP functions to integrate the programming of organ morphogenesis and salicylic acid-mediated resistance to downy mildew in cucumber.

## Introduction

Crop domestication is a fundamental process promoting agriculture and human societal development. Compared with their wild ancestors, cultivated crops have features such as high yield and better quality, largely resulting from increased organ size, improved nutritional quality, synchronous ripening, and reduced dispersibility [1,2]. However, due to artificial selection, some stress-resistant traits in wild species were lost during domestication, and many cultivated varieties—with superior agronomic characteristics—are susceptible to disease and abiotic stresses [3]. On the other hand, for disease-resistant genotypes, plants often exhibit reduced yield potential and negative developmental attributes [4]. Furthermore, when plants are infected by pathogens, defense responses frequently occur with a cost of reduction in growth and reproduction [5]. In spite of intensive investigations into the basis of domestication [3,6,7], the underlying mechanism for co-regulation of development and disease resistance remains unclear.

The evolution of the plant vasculature system played a pivotal role in adaptation to various terrestrial environments. In contrast to nonvascular bryophytes, vascular plants underwent further organ differentiation and enlargement of plant stature, and enhanced resilience to environmental stress [8]. With evolutionary progression, collateral or bicollateral vascular systems became dominant in the angiosperms. *Arabidopsis* is an example of a collateral vascular arrangement, as its phloem is positioned in parallel on the single side of the xylem, whereas *Cucurbit* serves as a bicollateral vascular model, with its phloem on both sides of the xylem [9,10].

The plant vascular system is responsible for delivering resources throughout the plant [8]. Xylem carries water and mineral nutrients from the root to the shoot, whereas phloem transports photosynthetic products and various signals, from the source to sink organs [11]. The NAM/ATAF/CUC (NAC) transcription factors—VASCULAR-RELATED NAC-DOMAIN 7 (VND7) and VND6—function as major transcriptional switches that regulate myeloblastosis (MYB)-domain transcription factors (*MYBs*) and *IRREGULAR XYLEM* (*IRX*) family genes to control differentiation of tracheary elements in xylem tissues [12,13]. *KNOTTED1-LIKE HOMEOBOX GENE* 7 (*KNAT7*) and *BREVIPEDICELLUS* (*BP*) are involved in xylem differentiation by mediating biosynthesis of cell wall components [13,14]. Phloem differentiation is regulated by transcription factors, including *ALTERED PHLOEM DEVELOPMENT* (*APL*) and *OCTOPUS* (*OPS*) [15,16].

Vasculature patterning also reflects leaf morphogenesis [17,18]. The vein system outlines leaf shape; the xylem and phloem in leaf veins is correlated with leaf dorsiventrality, with phloem in the abaxial and xylem adaxial position [19]. Loss of function of transcriptional factors—including *PHABULOSA* (*PHB*), *KANADI* (*KAN*), or *YABBY* (*YAB*)—resulted in unifacial leaves, typically with only adaxial or abaxial epidermal identity, and aberrant xylem and phloem patterning in the vein [20,21]. In addition, the vasculature also participates in defense-related processes by transporting hormones, proteins, and RNAs [22]. However, no vascular regulator has been shown yet to mediate stress resistance directly.

Salicylic acid (SA) plays an important role in promoting the local defense against biotrophic and hemibiotrophic pathogens [23]. In the SA signaling pathway, NONEXPRESSOR OF PATHOGENESIS-RELATED GENES 1 (NPR1) acts as a transcriptional co-activator to activate *PATHOGENESIS-RELATED PROTEIN1* (*PR1*) and several transcription factors harboring the highly conserved WRKYGQK motif (*WRKY*), through interacting with the TGA family genes [24]. NIM1-INTERACTING1 (NIMIN1) appears to be a negative regulator in SA/NPR1 signaling, which functions through forming a ternary complex with NPR1 and a TGA factor that binds to the *PR-1* promoter [25]. Allocation of SA to defense inevitably reduces plant growth and reproduction [26], but the underlying mechanism remains largely unknown.

In this study, we identified a cucumber (*Cucumis sativus* L.) vasculature regulator, *Cucumis sativus* Irregular Vasculature Patterning (CsIVP), which functions in integrating the programming of organ morphogenesis and downy mildew resistance. CsIVP directly targets well-known developmental regulators to mediate vascular configuration and organ development. On the other hand, CsIVP negatively regulates SA production and works together with CsNIMIN1 to repress *PR-1* gene expression, compromising pathogen resistance in cucumber.

## Results

### Ancient origin of CsIVP and its expression in vascular tissues

Previously, we performed laser microdissection-transcriptome profiling to identify candidate genes regulating phloem development in cucumber. Among them, we discovered a putative basic Helix-Loop-Helix (bHLH) transcription factor—Csa6G483450—that encodes 224 amino acid residues and exhibited high expression in the fruit [27] (Fig 1A). Based on its vasculature patterning phenotype in RNA interference (RNAi) lines and phylogeny, we named this transcription factor, *C**ucumis* *s**ativus* *I**rregular* *V**asculature* *P**atterning* (*CsIVP* hereafter). *CsIVP* belongs to the *HECATE3* (*HEC3*) subfamily, which together with the *HEC1/2* genes were generated by a *HEC* duplication prior to the origin of angiosperms; these genes were present in early mosses, lycophytes, and gymnosperms (S1A Fig). *HEC3* underwent further expansion in certain angiosperm families (Fig 1B). A gene duplication event, in the Brassicaceae family, gave rise to *HEC3* and *INDEHISCENT* (*IND*) (Fig 1B), with HEC3 (46.4% identical to CsIVP) functioning in stigma and transmitting tract development and IND (37.2% identical to CsIVP) regulating valve margin identity and fruit opening in *Arabidopsis* [28,29].

**Fig 1:**
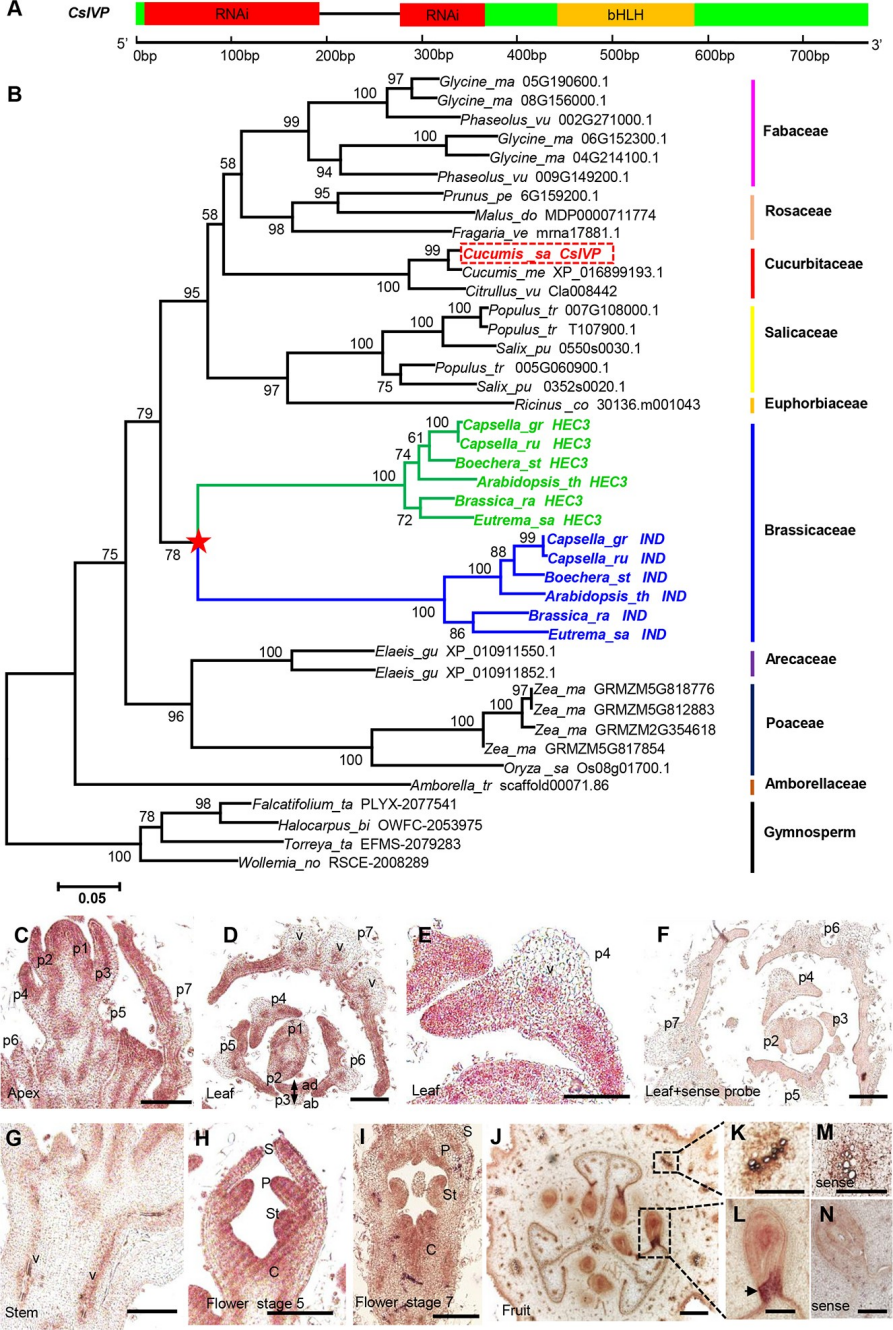
Gene structure, phylogenetic tree, and expression analysis of *CsIVP*. (A) *CsIVP* gene structure in which exons and the intron are indicated by green boxes and a black line, respectively; red box indicates the RNAi-targeted region, and the orange box represents the bHLH domain. (B) Phylogenetic analysis of *CsIVP* and its homologs. *CsIVP* is highlighted in red, and the star indicates the duplication event of *HEC3* in the Brassicaceae family. Gymnosperm sequences were used as the outgroup. Bootstrap values over 50% are placed above the branches. (C–N) RNA in situ hybridization analysis of *CsIVP* in cucumber. (C–F) *CsIVP* transcripts are highly expressed in the shoot apical meristem and leaf primordia. (C) Longitudinal section of a cucumber shoot apex, (D) transverse section of a shoot apex, (E) enlarged view of the leaf primordia p4 in panel D, (F) transverse section of a shoot apex hybridized with the *CsIVP* sense probe. p1–p7: leaf primordia 1–7. (G–I) *CsIVP* is expressed in stem vascular strands (panel G) and floral organ primordium (panels H–I). (J–N) *CsIVP* transcripts are accumulated in fruit vascular tissues and at the boundary between the developing seed and the fruit placenta (arrow in panel L) (panels K–L). (M, N) In situ hybridization with the *CsIVP* sense probe. Scale bars represent 200 μm in panels C–D and F–I, 100 μm in panel E, 50 μm in panels J–K and M, and 25 μm in panels L and N. bHLH, basic Helix-Loop-Helix; C, carpel; *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; *HEC3*, *HECATE3*; P, petal; RNAi, RNA interference; S, sepal; St, stamen; v, vascular tissue.

*CsIVP* is expressed in young leaf and stem tissue (S1B and S1C Fig) and has a high expression level in young fruits (S1D Fig). Among the 4 fruit tissues (exocarp, mesocarp, endocarp, and ventricle), *CsIVP* transcript levels increased from exocarp to ventricle (S1E Fig). In situ hybridization assays showed that *CsIVP* mRNA accumulated in the shoot apical meristem, leaf primordia, young stem, floral organs, and the boundary between the developing seed and the placenta, especially in vascular tissues of those organs (Fig 1C–1N). As expected, green fluorescent protein (GFP)-tagged CsIVP was localized to the nucleus (S1F Fig).

### *CsIVP* regulates cucumber organ morphogenesis and reproduction

To gain insight into *CsIVP* functions in cucumber, an RNAi construct—specifically targeting a 270-bp sequence unique to *CsIVP*—was generated (Fig 1A) and delivered into the cucumber inbred line, R1461, via *Agrobacterium tumefaciens–*mediated cotyledon transformation [30]. Due to unexpectedly high lethality, a total of 7 independent transgenic lines were recovered and self-crossed for another 2 generations for seed propagation and phenotypic characterization; 3 representative lines (R5 mild, R3 medium, and R2 severe) were selected for further study (Fig 2A). Gene expression analysis indicated efficient knockdown of the *CsIVP* transcripts, with 79%, 87%, and 90% reduction observed in R5, R3, and R2, respectively (Fig 2B). In addition, immunoblot analyses showed that CsIVP protein accumulated to a lower level in *CsIVP*-RNAi transgenic lines compared to wild-type (WT) (Fig 2C). Importantly, no significant differences were detected in the expression of related *CsHEC1* and *CsHEC2* genes between the *CsIVP*-RNAi transgenic lines and WT plants (S2A and S2B Fig).

**Fig 2:**
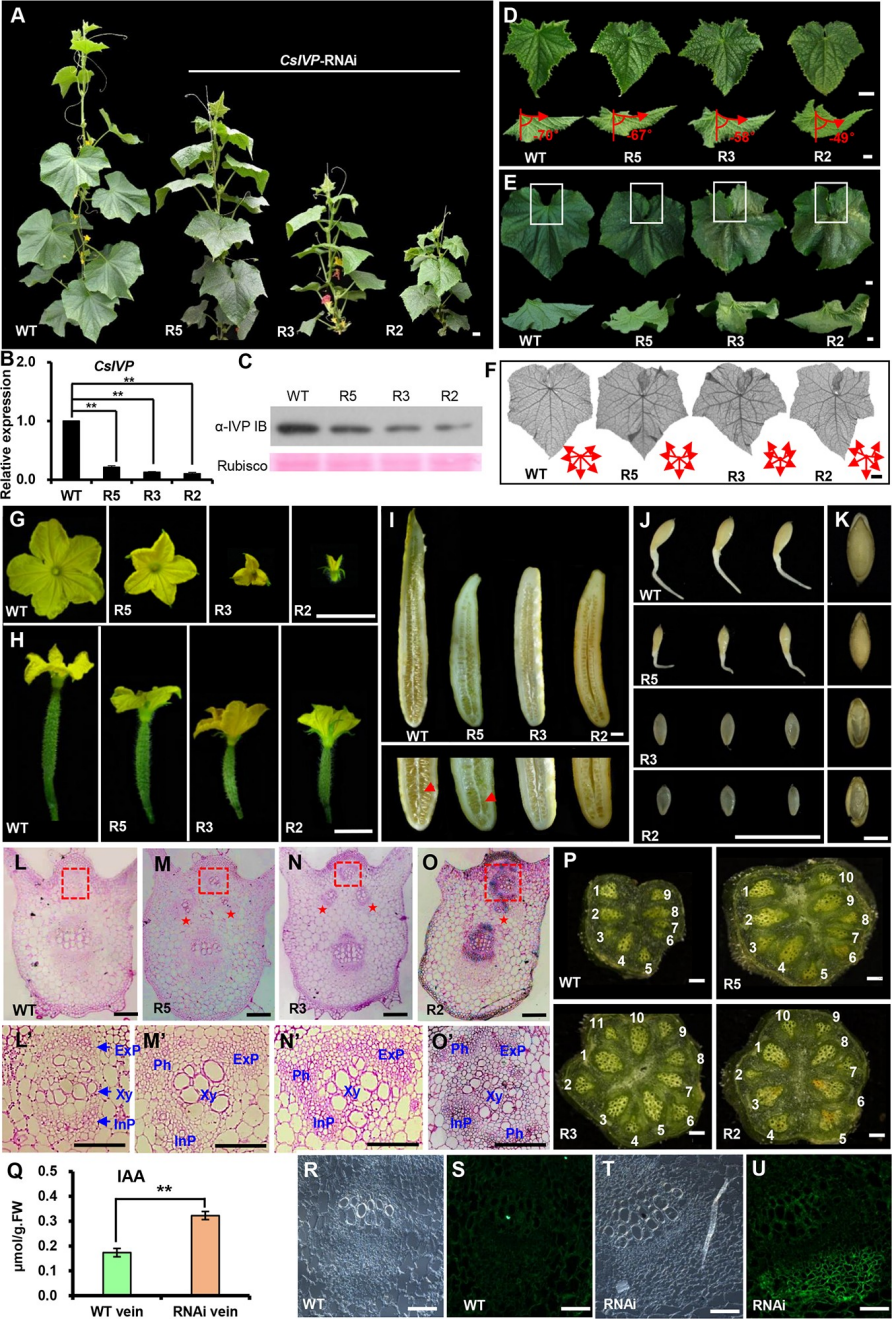
Phenotypic characterization of *CsIVP*-RNAi transgenic plants. (A) Plant morphology of WT and *CsIVP-*RNAi lines R5, R3, and R2. (B) qRT-PCR analysis indicates reduced expression of *CsIVP* in the *CsIVP*-RNAi lines. (C) Immunoblot blot analysis indicates reduced CsIVP protein in the *CsIVP*-RNAi lines. (D–E) Morphology of young (panel D) and mature leaves (panel E) of WT and *CsIVP*-RNAi lines. White squares represent the gap between the bilateral leaf margins. The angle between the vertical axis and the primary vein indicates the degree of down-curled leaf. (F) Leaf venation in WT and *CsIVP*-RNAi leaves. Red arrows represent the primary veins in the leaf. (G) Male flower size at anthesis. (H) Fruit at anthesis in WT and *CsIVP*-RNAi lines. (I) Reduced mature fruit length and decreased seed viability in the *CsIVP*-RNAi lines. (J) Seeds after 36 h of germination. (K) Seeds after testa removal. (L–O) Transverse sections of leaf mid-veins of WT (panel L) and *CsIVP*-RNAi (panels M–O) plants. Red stars in panels M–O indicate extra vascular bundles in *CsIVP*-RNAi lines. (L’–O’) Amplified vascular bundles in red boxes of panels L–O. (P) Transverse sections of stems from WT and *CsIVP*-RNAi lines. White numbers indicate the vascular bundles. (Q) IAA content in leaf veins of WT and *CsIVP*-RNAi transgenic plants. (R–U) IAA distribution in leaf veins as detected by immunolocalization. Anti-IAA monoclonal antibodies and DyLight 488–conjugated goat anti-mouse IgG antibodies were used to detect IAA. (R, T) Differential interference contrast images; (S, U) fluorescent images. Scale bars represent 2 cm in panels A, D–J, and P; 2 mm in panel K; 200 μm in panels L–O; 50 μm in panels L’–O’; and 100 μm in panels R–U. Values are means ± SE (*n* = 3) in panels B and Q. Double asterisks indicate significant difference at *P* < 0.01 by *t* test. The data underlying this figure are included in S1 Data. *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; ExP, external phloem; IAA, indole-3-acetic acid; IgG, immunoglobulin G; InP, internal phloem; Ph, phloem; qRT-PCR, quantitative real-time PCR; RNAi, RNA interference; WT, wild type; Xy, xylem.

In comparison to WT, *CsIVP-*RNAi plants were dwarf with fasciated stems (Fig 2A, S2C and S2D Fig), and their internode lengths were greatly reduced, resulting in a 28% to 76% decrease in plant height (S2E Fig); conversely, the stem diameter was increased by 20% to 29% (S2F Fig). Leaves of these *CsIVP*-RNAi plants were downwardly curled (Fig 2A, 2D and 2E). At the junction between the petiole and midvein of WT young leaves, the angle between the vertical axis and the midvein was approximately −70.4 ± 1.1° (*n* = 6), whereas it was only −48.9 ± 2.4° (*n* = 6) in the severe transgenic line R2 (Fig 2D). In WT leaves, the midvein extended out in an almost straight line, whereas in the transgenic leaves, the midvein was curved, becoming more severe in older leaves (Fig 2D and 2E). Furthermore, the WT leaves had a gap between the bilateral leaf margins (Fig 2E, white box in WT). However, in the *CsIVP*-RNAi transgenic leaves, these leaf margins overlapped, resulting in no visible gap (Fig 2E, white boxes in R5, R3, R2). Next, we cleared leaves to view leaf venation patterns, and here, we ascertained that the angles between primary veins were enlarged, and more secondary veins were formed in *CsIVP*-RNAi leaves, compared to WT (Fig 2F).

During reproductive growth, male flowers were much smaller and—during anthesis—were mostly partially open or even closed in the R3 and R2 lines (Fig 2G and S2G Fig). In addition, stamens barely released pollen (S2K and S2K’ Fig), and pollen viability decreased from 95.3% in WT (*n* = 300) to 86.5% (*n* = 223), 28.5% (*n* = 298), and 5.6% (*n* = 213) in R5, R3, and R2, respectively (S2L Fig). Similarly, at anthesis, ovary length of transgenic female flowers was significantly reduced, while ovary diameter remained unchanged (Fig 2H, S2H and S2I Fig). After self-pollination, the mature fruit was shorter and produced significantly fewer seeds in the 3 *CsIVP*-RNAi transgenic lines (red arrows in Fig 2I and S2J Fig). In contrast to WT, seeds were smaller in line R5 and shrunken in lines R3 and R2 plants (S2M Fig). Seed germination tests showed that the WT root reached approximately 3.1 ± 0.23 cm (*n* = 10) in length, after 36-h incubation at 28°C, whereas the R5 root was much shorter, approximately 1.1 ± 0.17 cm (*n* = 10), and R3 and R2 seeds remained in the process of imbibition with an absence of root protrusion (Fig 2J). The germination rates for the R5, R3, and R2 lines were 95% (*n* = 20), 35% (*n* = 20), and 16% (*n* = 12), respectively; these low rates were consistent with the fact that, for the R3 and R2 seeds, 60% (*n* = 35) and 83% (*n* = 30), respectively, were embryo free (Fig 2K). These data indicated that knockdown of *CsIVP* led to developmental defects, including both organ morphogenesis and reproduction.

### Knockdown of *CsIVP* perturbed vascular development and increased auxin accumulation in leaf veins

Given that *CsIVP* expression was enriched in vascular tissues (Fig 1C–1N), we further examined the vascular architecture. The WT midvein consists of 2 fascicular vascular bundles; within each vascular bundle, the external phloem, central xylem, and inner phloem forms a typical bicollateral structure (Fig 2L and 2L’), whereas the leaf midveins of *CsIVP*-RNAi plants had one or two additional vascular bundles (red stars in Fig 2M, 2N and 2O). The extra vasculature phenotype was observed in 85%, 70%, and 65% mature leaves in R2, R3, and R5 lines, respectively. Furthermore, in these *CsIVP*-RNAi plants, the bicollateral structure was disorganized, with improper position of xylem and phloem, and more phloem cells surrounding the central xylem (Fig 2M’, 2N’ and 2O’). Vascular defects were observed also in the stem (Fig 2P). Compared to 9 vascular bundles in the WT stem, the *CsIVP*-RNAi stem contained 10 to 11 vascular bundles, with each being enlarged in size (Fig 2P). In the transgenic fruit, the size of each vascular bundle was decreased, although the number of vascular bundles was unchanged (S2N and S2O Fig). These findings implicated CsIVP as an important regulator for vascular architecture in cucumber.

Given that hormones are critical signaling components that can circulate within the vascular system, and are involved in vascular development [31,32], we next measured the levels of endogenous auxin (indole-3-acetic acid [IAA]), cytokinin (zeatin riboside [ZR]), gibberellic acid3 (GA3), brassinosteroids (BRs), and abscisic acid (ABA) in the veins of WT and *CsIVP*-RNAi leaves. Although no differences were observed in the levels of ZR, GA3, BR, and ABA between WT and transgenic plants (S2P Fig), we detected increased levels of IAA in leaf veins of *CsIVP-*RNAi plants (Fig 2Q). At the cellular level, we detected stronger IAA signals in the phloem and xylem tissues of *CsIVP-*RNAi leaf veins compared with WT (Fig 2R, 2S, 2T and 2U). Equivalent IAA levels were detected in fruits of WT and *CsIVP-*RNAi plants (S2Q, S2R, S2S and S2T Fig).

### CsIVP directly promotes the expression of vascular-related genes

To explore the regulatory networks by which *CsIVP* mediates in vascular development, RNA sequencing (RNA-seq) was performed for leaf veins and fruit (4 d before anthesis) from WT and R5 transgenic plants. 

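Leaf midveins and fruits 4 d before anthesis were sequenced from WT and from R5, a *CsIVP*-RNAi line, with 2 replicate libraries for each tissue and genotype and 8 libraries in all. The authors mapped the reads with TopHat to the cucumber genome, counted them per gene with HTSeq-count and deposited RPM values, reads scaled to a common library total, for 17783 genes. The values of each library sum to that total, and 100% of them are whole multiples of the value of 1 read (tolerance 0.05 of a read), so the counted reads could be recovered. Between 18088985 (WT vein replicate 1) and 22979345 (WT fruit replicate 2) reads per library were counted on genes. At these depths a count of 0 allows up to 0.131 to 0.166 RPM (3 reads), which covers counting error only. From the deposited values, log2(RPM + 0.5) was fitted with limma, with 1 mean for each of the 4 groups, for the 17778 genes with at least 1 RPM in at least 2 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 together with a change of at least 2-fold. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333 (two-sided), so the adjusted p values are those of limma's two-sided test, which shares information between genes.
Across genes, which are not independent replicates, Pearson's r between the 2 libraries of a group was 0.994 for WT vein, 0.920 for R5 vein, 0.988 for WT fruit and 0.984 for R5 fruit. The R5 vein libraries were more than 2-fold apart in 2650 genes, against 80 genes for the WT vein libraries, 419 for R5 fruit and 283 for WT fruit. *CsIVP* (Csa6G483450) had 0 reads in each of the 4 vein libraries, which allows up to 0.145 to 0.166 RPM. In fruit it was at 42.3 and 52.1 RPM in the R5 libraries and 50.0 and 38.3 RPM in the WT libraries. Its log2 fold change in fruit was 0.10 (standard error 0.21, adjusted p = 1.00 from limma), less than the spread between replicates. It became -0.05 without R5 fruit replicate 2 and -0.09 without WT fruit replicate 2. The level of *CsIVP* thus does not tell R5 libraries from WT libraries, and the direction of every R5 change rests on the library labels.

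**Figure D1:**
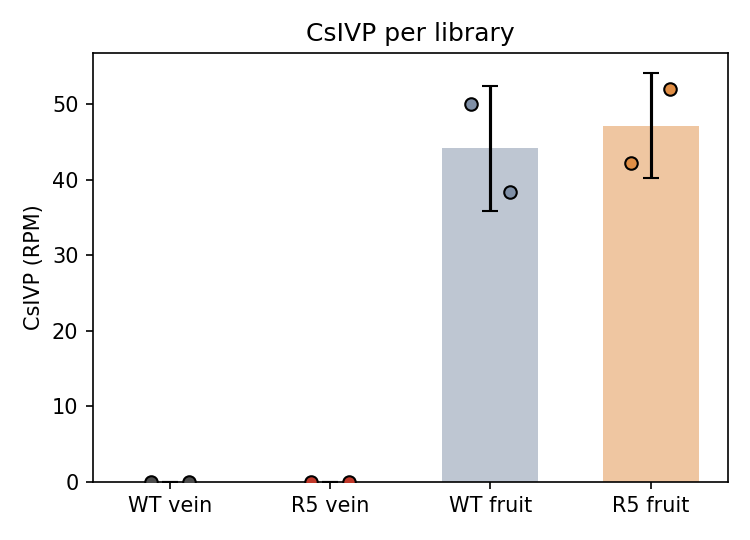
RPM of *CsIVP* in each library (points), with the mean (bars) and SD (error bars) of the 2 libraries per tissue and genotype. The 4 vein libraries are at 0, and the 4 fruit libraries lie between 38.3 and 52.1 RPM.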

Here, 21.58 to 27.13 million paired-end reads were generated for each sample (S1 Table). Analysis of these datasets showed that—relative to WT—2,268 and 1,588 genes were up- and down-regulated, respectively, in the leaf vein of *CsIVP* transgenic plants (Fig 3A and S2 Table). 

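In the re-computed comparison of R5 with WT vein, 2494 genes were called up and 913 were called down. The fit holds 1 spread per gene for the 4 groups. As the R5 vein libraries were further apart than the others, the vein standard errors may be too small. Over all genes tested, both R5 libraries lay on the same side of both WT libraries in 67.2%, which chance gives for 33.3% of genes. The median log2 fold change was 1.71 among the genes called up and -1.35 among those called down. On the RPM scale the median log2 fold change of all genes tested in vein was 0.20, against -0.04 after scaling with TMM factors. Of all calls, 73.2% were up on the RPM scale and 55.0% with TMM, which called 1817 genes up and 1484 down. Dropping the 2-fold requirement moved the number called up most, to 4684, with 1814 called down. Without WT vein replicate 1, 1563 genes were called up and 543 down. Without WT vein replicate 2, 566 were called down, and without R5 vein replicate 2 the number was 1757.
Among called genes with at least 10 RPM on average in the higher group, the largest increase was that of Csa5G139760, annotated as chitinase A, at 1019 and 252 RPM in R5 vein and 1.05 and 1.01 RPM in WT vein, a log2 fold change of 8.37 (standard error 0.64, adjusted p = 0.000463). Csa3G002400, annotated as acyl activating enzyme 1, changed by 7.37 (standard error 0.35, adjusted p = 0.000189) and Csa1G589710, which has no name in the tables, by 7.03 (standard error 1.12, adjusted p = 0.00453). This order is that of limma on RPM. By edgeR's quasi-likelihood test, its exact test and DESeq2, Csa1G071800, with 0 reads in WT vein, changed more than Csa5G139760. Its values were 10.70, 10.45 and 9.76, against 8.95 with each for Csa5G139760. Csa4G304750, with 0 and 1 reads in WT vein, was at 8.60 to 8.87, above Csa3G002400 and Csa1G589710 (at most 7.31 and 7.54). The largest decrease was that of Csa6G153490, at 0.0542 and 5.06 RPM in R5 and 53.5 and 52.6 RPM in WT, a log2 fold change of -4.93 (standard error 0.93, adjusted p = 0.00796). The R5 value in replicate 1 is below the limit of 3 reads, and the call is lost without WT vein replicate 1 (adjusted p = 0.0556) and without WT vein replicate 2 (adjusted p = 0.0505), with adjusted p up to 0.0644 over all alternatives. Next came 2 genes annotated to the lipid-transfer protein superfamily, Csa3G026150 at -4.73 (standard error 0.24, adjusted p = 0.000193) and Csa3G760500 at -4.35 (standard error 0.30, adjusted p = 0.000361). The order of these decreases changed with edgeR's quasi-likelihood test, its exact test and DESeq2. Csa3G026150 was then the largest, at -5.88, -5.87 and -5.91. Csa6G153490 was at -4.56, -4.54 and -4.61, and Csa3G760500 at -4.60, -4.60 and -4.64.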

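S2 Data lists genes by functional category, and these lists were drawn up by the study from the same libraries. No enrichment test was run on them, as they hold no background of genes that could have been listed. Of 126 genes listed under development, 80 were higher in R5 vein, with 75 called up and 22 called down. With TMM factors 66 were called up and 39 down. Under hormone metabolism 164 genes are listed, of which 111 were higher in R5 vein, 98 were called up and 36 called down, or 87 and 47 with TMM. Signaling has 264 genes, 196 of them higher in R5 vein, with 187 called up and 48 down, or 173 and 64 with TMM. Adjusted over the list alone, 106 development genes, 144 hormone metabolism genes and 242 signaling genes were called, which is not independent evidence because of how the lists were made. In fruit, 16 development genes, 17 hormone metabolism genes and 26 signaling genes were called when adjusted over the list alone, with the same limit. Adjusted over all genes tested, 2 development genes, 5 hormone metabolism genes and 7 signaling genes were called in fruit, all of them up. Looked up after their values were seen, the development genes are Csa4G361820 and Csa6G382950, both annotated as NAC domain regulators, and the hormone metabolism genes are Csa2G177210, Csa3G135720, Csa3G135740, Csa3G744990 and Csa5G366670. A stress list was not analysed here.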

Functional category enrichment analysis indicated that genes related to stress, signaling, hormone metabolism, and development were significantly enriched among the 2,268 up-regulated genes in the leaf vein of *CsIVP*-RNAi (Fig 3B). 

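The vein libraries hold values for 7 developmental regulators that S3 Table ties to gene identifiers and for the AUX/IAA genes of S4 Table. *YAB5* (Csa2G006820) was at 57.9 and 47.6 RPM in R5 vein and 113 and 134 RPM in WT vein, a log2 fold change of -1.23 (standard error 0.17, adjusted p = 0.00286). *FIL* (Csa5G160210) was at 6.84 and 12.3 RPM against 64.8 and 69.3 RPM in WT, which is -2.80 (standard error 0.28, adjusted p = 0.000906) on the log2 scale. *BP* (Csa2G352430) was low in both groups, at 0.488 and 0.316 RPM in R5 and 2.82 and 1.74 RPM in WT. Its log2 fold change was -1.60 (standard error 0.42, adjusted p = 0.0251), and it was not called without WT vein replicate 1 (adjusted p = 0.155) or without WT vein replicate 2 (adjusted p = 0.0640), within a range of adjusted p from 0.000224 to 0.155 over all alternatives. *KNAT6* (Csa5G600390) rose from 1.77 and 1.88 RPM in WT to 9.11 and 5.64 RPM in R5, with a log2 fold change of 1.72 (standard error 0.23, adjusted p = 0.00258). *APL* (Csa6G135460) rose from 9.34 and 10.7 RPM to 27.5 and 39.9 RPM, a change of 1.68 (standard error 0.22, adjusted p = 0.00240). For *YAB5*, *FIL*, *KNAT6* and *APL* the call held with every library left out in turn.
*KNAT2* (Csa2G034560) was close to the limit of 3 reads in R5 vein, at 0.0542 and 0.158 RPM in R5 and 0.442 and 0.434 RPM in WT. Its log2 fold change was -0.64 (standard error 0.20, adjusted p = 0.0472), under 2-fold, and it was called with a pseudocount of 0.1 (-1.43), with edgeR's quasi-likelihood test (-2.23) and with DESeq2 (-2.32). *IRX6* (Csa1G015700) was at 6.40 and 3.58 RPM in R5 and 8.85 and 8.20 RPM in WT. Its log2 fold change was -0.76 (standard error 0.28, adjusted p = 0.0745), which is not a call, and it was called with TMM (-1.01), quantile normalization (-1.14), edgeR's quasi-likelihood test (-1.05), DESeq2 (-1.07) and without R5 vein replicate 1 (-1.14).
S4 Table annotates 3 genes to the AUX/IAA family and states for no listed gene that it is *AUX4*. All 3 were lower in R5 vein. Csa2G011420 changed by -2.19 (standard error 0.35, adjusted p = 0.00465), Csa3G143580 by -1.57 (standard error 0.33, adjusted p = 0.0114) and Csa7G378530 by -1.01 (standard error 0.32, adjusted p = 0.0496). The call for Csa3G143580 is lost without WT vein replicate 1 (adjusted p = 0.0662) or 2 (adjusted p = 0.0686), and over all alternatives its adjusted p reached 0.0762. That for Csa7G378530 is lost with a pseudocount of 0.1 or 1, and without R5 vein replicate 1, either WT vein library or either R5 fruit library, with adjusted p from 0.00247 to 0.196 over all alternatives.

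**Figure D2:**
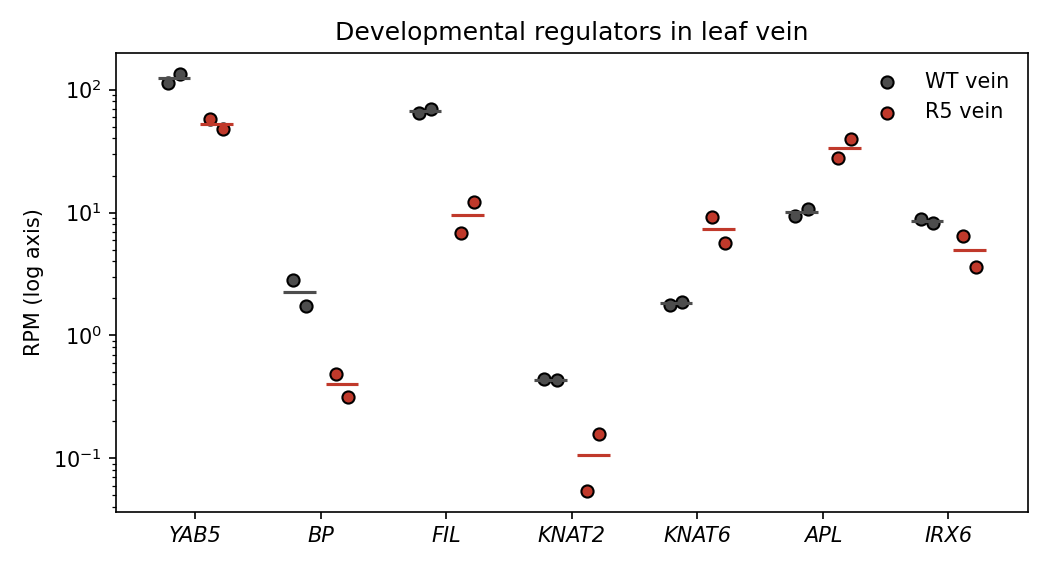
RPM (log axis) of 7 developmental regulators in the 2 WT vein libraries (black points) and the 2 R5 vein libraries (red points), with lines at the group means. *YAB5*, *BP*, *FIL*, *KNAT2* and *IRX6* lie lower in R5, and *KNAT6* and *APL* lie higher, with *KNAT2* at or below 0.442 RPM in every vein library.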

As expected, expression of many well-known developmental regulators, and auxin-related genes, were significantly altered in the veins of *CsIVP*-RNAi compared with WT plants, including *YAB5*, *BP*, *KNAT2*, *KNAT6*, *FIL* (*FILAMENTOUS FLOWER*), *APL*, *IRX6*, and *AUXIN/INDOLEACETIC ACIDS4* (*AUX4*) (S3 and S4 Tables). Our quantitative real-time PCR (qRT-PCR) assays confirmed the differential expression of 6 vascular-related genes (S3A Fig), suggesting that *CsIVP* may regulate organ development through interactions with other developmental regulators.

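S8 Data ties genes of S3A Fig to identifiers, and their RNA-seq values in vein are as follows. A PID-binding protein gene (Csa1G071800) was at 12.4 and 7.80 RPM in R5 and had 0 reads in both WT libraries, so that it was at least 65.1-fold higher in R5, with the limit of 3 reads taken per library. The adjusted p from limma was 0.000463. *MYB116* (Csa1G042350) was at 79.7 and 55.3 RPM in R5 and 0.553 and 0.723 RPM in WT, with a log2 fold change of 5.88 (standard error 0.41, adjusted p = 0.000370). For *NAC90* (Csa6G425720) the values were 46.4 and 23.8 RPM against 0.221 and 0.193 RPM, or 5.58 (standard error 0.99, adjusted p = 0.00637). *Ubiquitin 11* (Csa2G138770) changed by 4.73 (standard error 0.36, adjusted p = 0.000449) and *DCD* (Csa5G148780) by 4.19 (standard error 0.27, adjusted p = 0.000305). *PP2-B12* (Csa3G132020) changed by 2.34 (standard error 0.34, adjusted p = 0.00343), from 0.885 and 0.627 RPM in WT to 8.46 and 3.95 RPM in R5. *WAT1* (Csa2G363030) had 82.3 and 30.9 RPM in R5 and 101 and 135 RPM in WT, and the spread between the R5 libraries was large. Its log2 fold change of -1.20 (standard error 0.71, adjusted p = 0.225) is not a call, whereas edgeR's exact test called it (-1.35, adjusted p = 0.0423, the lowest of a range up to 0.555 over all alternatives). From its qRT-PCR assays of vascular-related genes, the paper proposes that *CsIVP* may act on organ development by interacting with other developmental regulators.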

**Fig 3:**
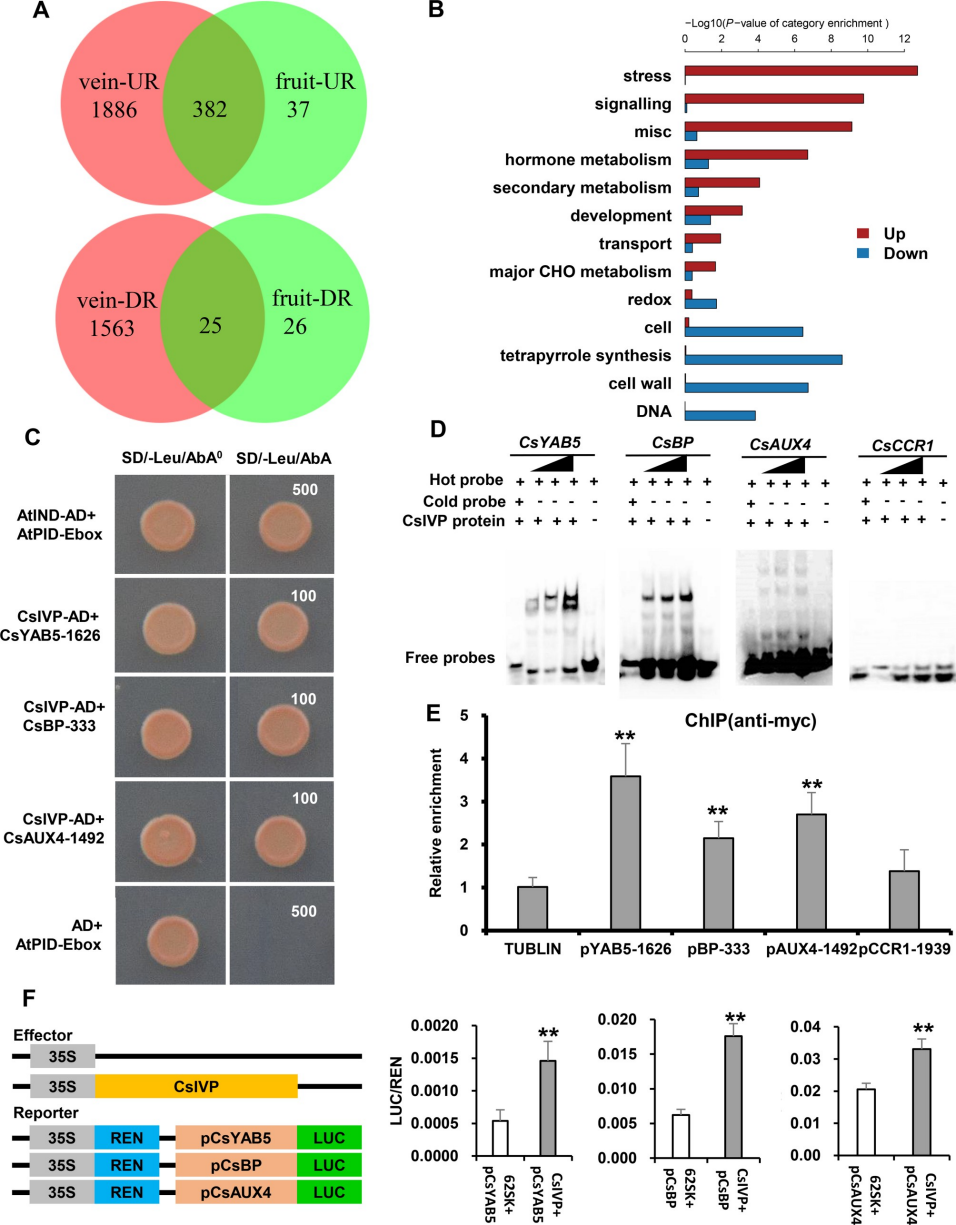
Transcriptome and interaction analysis between CsIVP and putative downstream vascular-related targets. (A) Venn diagrams of the overlapping DEGs that were up-regulated or down regulated in the vein and fruit of *CsIVP*-RNAi plants, as compared to WT plants. (B) Gene category enrichment of up- and down-regulated genes in the vein of *CsIVP* transgenic compared to WT plants. (C) Yeast one-hybrid assays identify interactions between CsIVP and the E-box from the *CsYAB5*, *CsBP*, and *CsAUX4* promoters. Activation of AbAr occurred when CsIVP bound to the E-box sequence. The SD/-Leu medium with 100 ng/ml or 500 ng/ml inhibitory AbA was used to screen for interactions. (D) Visualization of direct binding of CsIVP to promoters of *CsYAB5*, *CsBP*, *CsAUX4*, and *CsCCR1* via EMSAs. Three concentrations of labeled probe were used (80, 120, and 160 fmol). Cold (unlabeled) probes were used as competitors. (E) ChIP-PCR showing the in vivo binding of CsIVP to the pCsYAB-1626, pCsBP-333, and pCsAUX4-1492 promoters. The cucumber alpha-tubulin gene (*CsTUBULIN*, GenBank: AJ715498) was used as the internal gene control, the pCsCCR1-1939 was used as a negative amplification. Values are means ± SE (*n* = 3). Double asterisks indicate significant difference at *P* < 0.01 by *t* test. (F) Luciferase activity measured in tobacco leaves after co-expression of *35S*:*CsIVP* with *proCsYAB5*:*LUC*, or *proCsBP*:*LUC*, or *proCsAUX4*:*LUC*. Values are means ± SE (*n* = 6). Double asterisks indicate significant difference at *P* < 0.01 by *t* test. The data underlying this figure are included in S2 Data. AbA, aureobasidin A; AbAr, AbA resistance gene; AUX4, AUXIN/INDOLEACETIC ACIDS4; BP, BREVIPEDICELLUS; CCR1, CINNAMOYL COA REDUCTASE1; ChIP, chromatin immunoprecipitation; *Cs*, *Cucumis sativus*; *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; DR, down-regulated; EMSA, electrophoretic mobility-shift assay; RNAi, RNA interference; SD/-Leu, synthetical dropout/-leucine; UR, up-regulated; WT, wild type; *YAB5*, *YABBY5*.

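In fruit, 75 genes were called up and 9 called down in the libraries labelled R5. With 1 spread per gene for the 4 groups, the larger spread of the R5 vein libraries also entered the fruit tests. The libraries of the 2 genotypes were apart in 46.6% of all genes tested, against 33.3% by chance. Of the genes called up in fruit, 93.3% were also called up in vein. The genes called in both tissues were 70 up and 5 down, and 0 were called in opposite directions. In opposite directions edgeR's exact test called 6 genes and DESeq2 2, and limma called 6 without R5 vein replicate 1 and 9 without R5 vein replicate 2. Those down in both, named after their values were seen, are Csa1G050230, Csa4G154310, Csa7G046690, Csa4G628320 and Csa2G190790. edgeR's exact test moved the numbers in fruit most among the tools, to 545 up and 112 down. The number of fruit calls changed with the libraries kept: 0 genes were called up without R5 fruit replicate 1, R5 fruit replicate 2, WT fruit replicate 1 or WT fruit replicate 2 by limma, and 14 without WT vein replicate 1 or WT vein replicate 2, while 306 were called up without R5 vein replicate 1 and 305 without R5 vein replicate 2. With all libraries, 1210 genes had an unadjusted p under 0.05 in fruit. Without R5 fruit replicate 1 there were 698, without R5 fruit replicate 2 1145, without WT fruit replicate 1 865 and without WT fruit replicate 2 650.
Among called genes with at least 10 RPM on average in the higher group, Csa3G002400 had the largest increase in fruit, 4.99 (standard error 0.35, adjusted p = 0.0176), followed by Csa6G032470, annotated as a regulator of Vps4 activity, at 4.96 (standard error 0.46, adjusted p = 0.0193) and Csa6G401340, an alpha/beta-hydrolase, at 4.69 (standard error 0.65, adjusted p = 0.0473). The largest decreases among such genes were those of Csa4G154310 at -2.27 (standard error 0.23, adjusted p = 0.0217), Csa3G128920 at -2.21 (standard error 0.23, adjusted p = 0.0238) and Csa7G046690 at -2.01 (standard error 0.17, adjusted p = 0.0176), none of which has a name in the tables. The order of the 3 increases depended on the pseudocount and the tool. With a pseudocount of 0.1, Csa6G401340 was at 5.67, Csa6G032470 at 5.36 and Csa3G002400 at 5.18. With edgeR's exact test Csa6G401340 was at 5.79 and the other genes at 5.25, and with DESeq2 at 5.77 and 5.22. None of these 6 fruit calls held with any 1 of the 4 fruit libraries left out. Those for Csa6G032470, Csa6G401340, Csa4G154310 and Csa3G128920 were also lost without WT vein replicate 1 or WT vein replicate 2. The call for Csa6G401340 was further lost with a pseudocount of 1, the stricter filter, TMM factors, quantile normalization and edgeR's quasi-likelihood test (adjusted p from 0.0504 to 0.0969), and its adjusted p reached 0.389 over all alternatives. That for Csa3G128920 was lost with edgeR's quasi-likelihood test (adjusted p = 0.0545) and reached 0.228.
Among the genes called up in vein, 79.1% were higher in R5 fruit than in WT fruit, with a median log2 fold change of 0.29 there. Of those called down in vein, 70.9% were lower in R5 fruit, with a median of -0.12. Across genes, which are not independent replicates, the log2 fold changes in the 2 tissues had a Pearson's r of 0.58 and a Spearman's rho of 0.38. The 2 comparisons share no library. The difference between the 2 tissues was tested as an interaction term in limma, which called 2032 genes. The change was larger in vein for 98.7% of them. The number was 0 without WT vein replicate 1, WT vein replicate 2, WT fruit replicate 1 or WT fruit replicate 2, where 3641, 4065, 3684 and 4079 genes had an unadjusted p under 0.05, and edgeR's quasi-likelihood test and DESeq2 with all libraries called 1953 and 3393. It was 124 without R5 fruit replicate 1, 275 without R5 fruit replicate 2, 5546 without R5 vein replicate 1 and 8195 without R5 vein replicate 2.

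**Figure D3:**
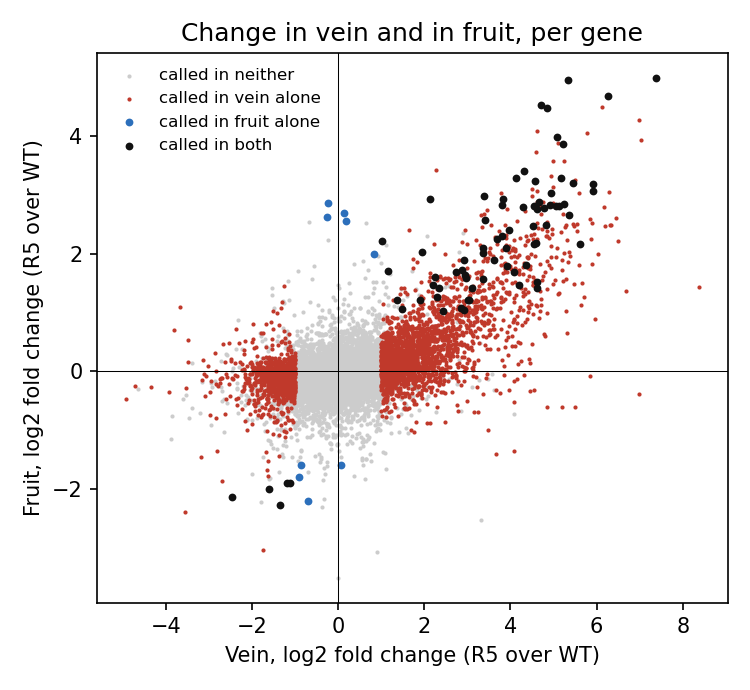
Log2 fold change of R5 over WT in fruit (vertical axis) against vein (horizontal axis), with 1 point per gene tested, colored by whether the gene was called in both tissues, in vein alone, in fruit alone or in neither. The 75 genes called in both tissues lie in the upper right or lower left.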

Based on our RNA-seq data—and the presence of the E-box *cis*-element (CANNTG) previously shown to act as the binding site for bHLH transcription factors [33]—11 cucumber genes were chosen for yeast one-hybrid assays (S3B Fig and S5 Table). 

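Of the genes taken to yeast one-hybrid assays, *CCR1* (Csa3G717370) was at 21.3 and 14.8 RPM in R5 vein and 0.332 and 0.386 RPM in WT vein. Its log2 fold change in vein was 4.41 (standard error 0.69, adjusted p = 0.00424), and the call held with every library left out in turn. In fruit it was at 12.7 and 2.16 RPM in R5 and 1.05 and 0.522 RPM in WT, a log2 fold change of 2.24 (standard error 0.69, adjusted p = 0.463), which is not a call. The difference between the tissues was not a call either (adjusted p = 0.184).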

As shown in Fig 3C, CsIVP bound to the E-box in the promoters of vascular-related genes, including *C*. *sativus* (*Cs*)*YAB5* (-1626, CAATTG), *CsBP* (-333, CAACTG), *CsAUX4* (-1492, CACATG), and *CINNAMOYL COA REDUCTASE1* (*CsCCR1*) (-1939, CACTTG). These binding activities were validated by electrophoretic mobility-shift assays (EMSAs), using a 30- to 40-bp region containing the E-box, as probe. Although no interaction with *CsCCR1* was observed, CsIVP bound strongly to *CsBP* and moderately to *CsAUX4* and *CsYAB5* (Fig 3D). We also performed chromatin immunoprecipitation (ChIP)-PCR assays to confirm the bindings, in vivo, using the CsIVP-c-myc (MYC) transgenic cucumber. Our results showed that CsIVP substantially enhanced the real-time PCR-based detection of the *CsBP*, *CsAUX4*, and *CsYAB5* promoters after immunoprecipitation (Fig 3E). A transactivation assay was also performed to further validate these interactions, using the luciferase/renilla (LUC/REN) system. When expressed in *Nicotiana benthamiana* leaves, CsIVP acted as a positive regulator and enhanced the expression of *pCsYAB5*::LUC, *pCsBP*::LUC, and *pCsAUX4*::LUC (Fig 3F), consistent with the down-regulation of *CsBP*, *CsAUX4*, and *CsYAB5* in the *CsIVP-*RNAi plants (S3A Fig). These findings support the hypothesis that CsIVP directly binds to the promoters of *CsYAB5*, *CsBP*, and *CsAUX4* and promotes their expression. Importantly, no interactions were detected between related CsHEC1 or CsHEC2 protein and the promoters of *CsYAB5*, *CsBP*, and *CsAUX4*, based on our yeast one-hybrid and LUC/REN transactivation assays (S3C, S3D, S3E and S3F Fig).

### Knockdown of *CsYAB5* mimics the *CsIVP*-RNAi phenotype in cucumber

To further address the regulatory network of *CsIVP* in vascular development, its direct downstream target gene, *CsYAB5*, was selected for further characterization in cucumber. Similar to *CsIVP*, *CsYAB5* is expressed in the young leaf, stem, and fruit (S4A, S4B and S4C Fig). In situ hybridization assays showed that *CsYAB5* signal is enriched in the abaxial side of the leaf, petal, and stamen primordia, as well as in the vascular tissues of the leaf vein (Fig 4A, 4B and 4C). Such an expression pattern is similar to the *CsYAB5* counterpart in *Arabidopsis* and maize [34,35]. No signal was detected when hybridization with the sense probe of *CsYAB5* (Fig 4D). Moreover, we constructed *CsYAB5*-RNAi transgenic plants and characterized their developmental phenotypes. Compared to WT plants, *CsYAB5*-RNAi plants exhibited reduced height (Fig 4E) and abnormal leaf morphology with no visible gap between the bilateral leaf margins (Fig 4F). Expression analyses indicated that *CsYAB5* was reduced by 31% to 72% in the *CsYAB5*-RNAi lines (Fig 4G). The fruit length was significantly shorter, and the degree of fruit length reduction was consistent with the decrease in *CsYAB5* expression (Fig 4H, 4I and 4J). The seeds were also smaller and shrunken in *CsYAB5*-RNAi plants (Fig 4K and 4L). Notably, transverse sectioning of leaf veins of *CsYAB5*-RNAi plants showed similar phenotypes to *CsIVP*-RNAi plants (Fig 4M, 4N, 4O and 4P), including 1 or 2 additional vascular bundles (blue stars in Fig 4M’, 4N’, 4O’ and 4P’) and improper positioning of xylem and phloem (Fig 4N’, 4O’ and 4P’). These results, together with the interaction data, suggested that CsYAB5 functions downstream of CsIVP to regulate vascular patterning and organ morphogenesis in cucumber.

**Fig 4:**
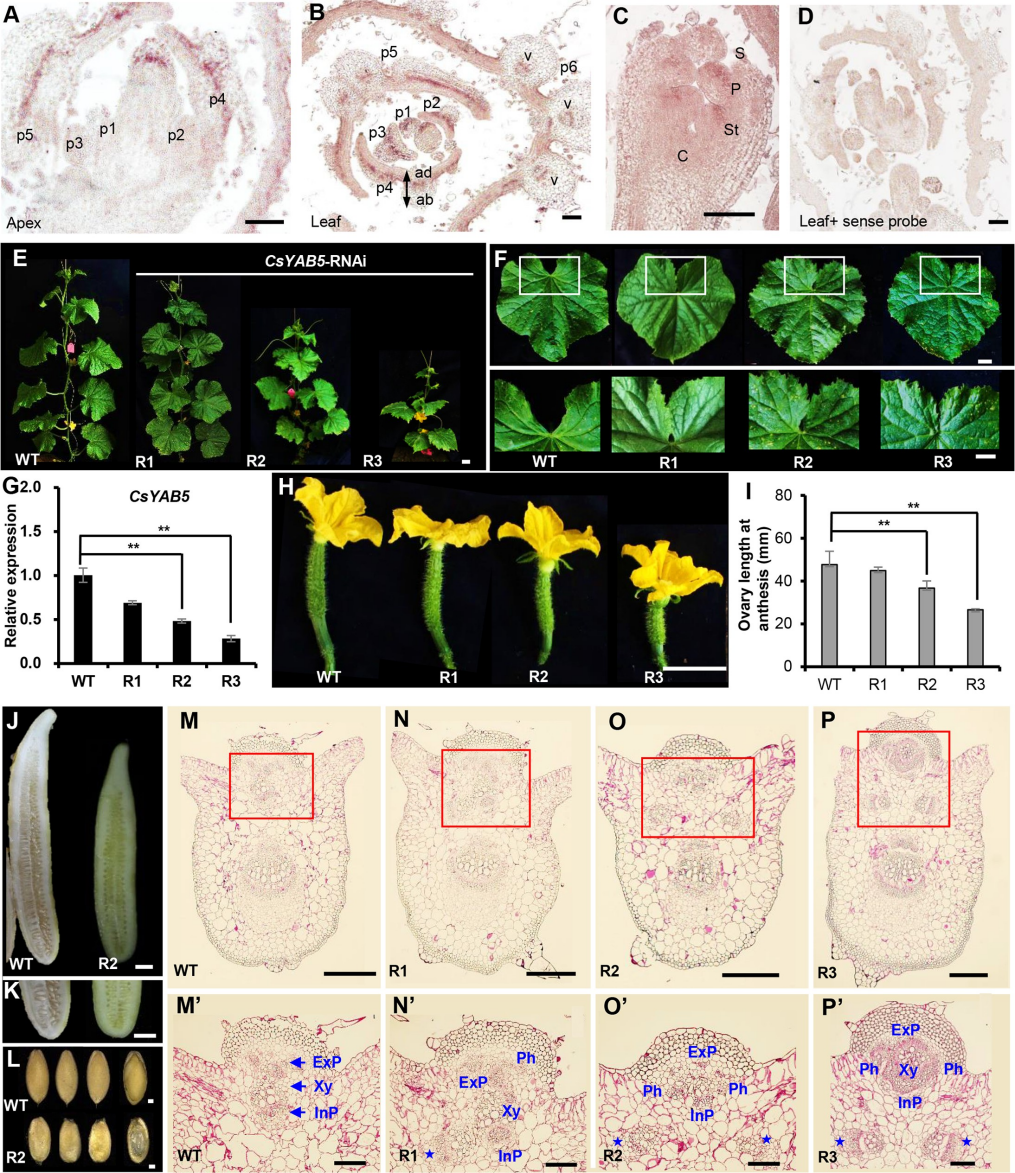
Functional characterization of *CsYAB5* in cucumber. (A–D) RNA in situ hybridization analysis of *CsYAB5* in the cucumber shoot apex and flower buds. Longitudinal (panel A) and transverse sections (panel B) of cucumber shoot apex. p1–p6: leaf primordia 1–6. (C) Longitudinal image of a flower bud. (D) Transverse section of leaf primordia in the shoot apex, hybridized with the *CsYAB5* sense probe. (E) Plant morphology of WT and *CsYAB5*-RNAi line R1, R2, and R3. (F) Leaf morphology of WT and *CsYAB5*-RNAi lines. White squares show the gap between the bilateral leaf margins. (G) qRT-PCR analysis indicates reduced expression of *CsYAB5* in the *CsYAB5*-RNAi lines. (H–I) Fruit at anthesis in WT and *CsYAB5*-RNAi lines (panel H); quantification of ovary length at anthesis (panel I). (J–K) Reduced mature fruit length (panel J) and decreased seed viability (panel K) in the *CsYAB5*-RNAi line. (L) Morphology of mature seeds of WT and *CsYAB5*-RNAi line. (M–P) Transverse sections of leaf mid-veins of WT (panel M) and *CsYAB5*-RNAi (panels N–P) plants. (M’–P’) Amplified vascular bundles in red boxes of panels M–P. Blue stars in panels N’–P’ indicate extra vascular bundles in *CsYAB5*-RNAi lines. Scale bars represent 100 μm in panels A–D; 2 cm in panels E–F, H, and J–K; 1 mm in panel L; 500 μm in panels M–P; and 200 μm in panels M’–P’. Values are means ± SE (*n* = 3) in panels G and I. Double asterisks indicate significant difference at *P* < 0.01 by *t* test. The data underlying this figure are included in S3 Data. C, carpel; *Cs*, *Cucumis sativus*; ExP, external phloem; InP, internal phloem; P, petal; Ph, phloem; qRT-PCR, quantitative real-time PCR; RNAi, RNA interference; S, sepal; St, stamen; v, vascular tissue; WT, wild type; Xy, xylem; *YAB5*, *YABBY5*.

### *CsIVP*-RNAi plants are resistant to downy mildew

Cucumber plants are vulnerable to various pathogens, especially during late-season production; downy mildew is one of the most devastating diseases in cucumber production [36]. During seed propagation, we noticed that plants of all 3 *CsIVP*-RNAi lines (R2, R3, and R5) were exceptionally resistant to greenhouse diseases (Fig 5A). WT plants showed severe symptoms of downy mildew, with angular chlorotic lesions throughout the foliage (Fig 5A, red stars). In contrast, symptoms in *CsIVP*-RNAi R5 plants were greatly reduced, and R3 and R2 lines only showed mild symptoms (Fig 5A, red star in R5). The field disease index of *CsIVP*-RNAi plants is lower than WT (Fig 5B and S5A Fig).

**Fig 5:**
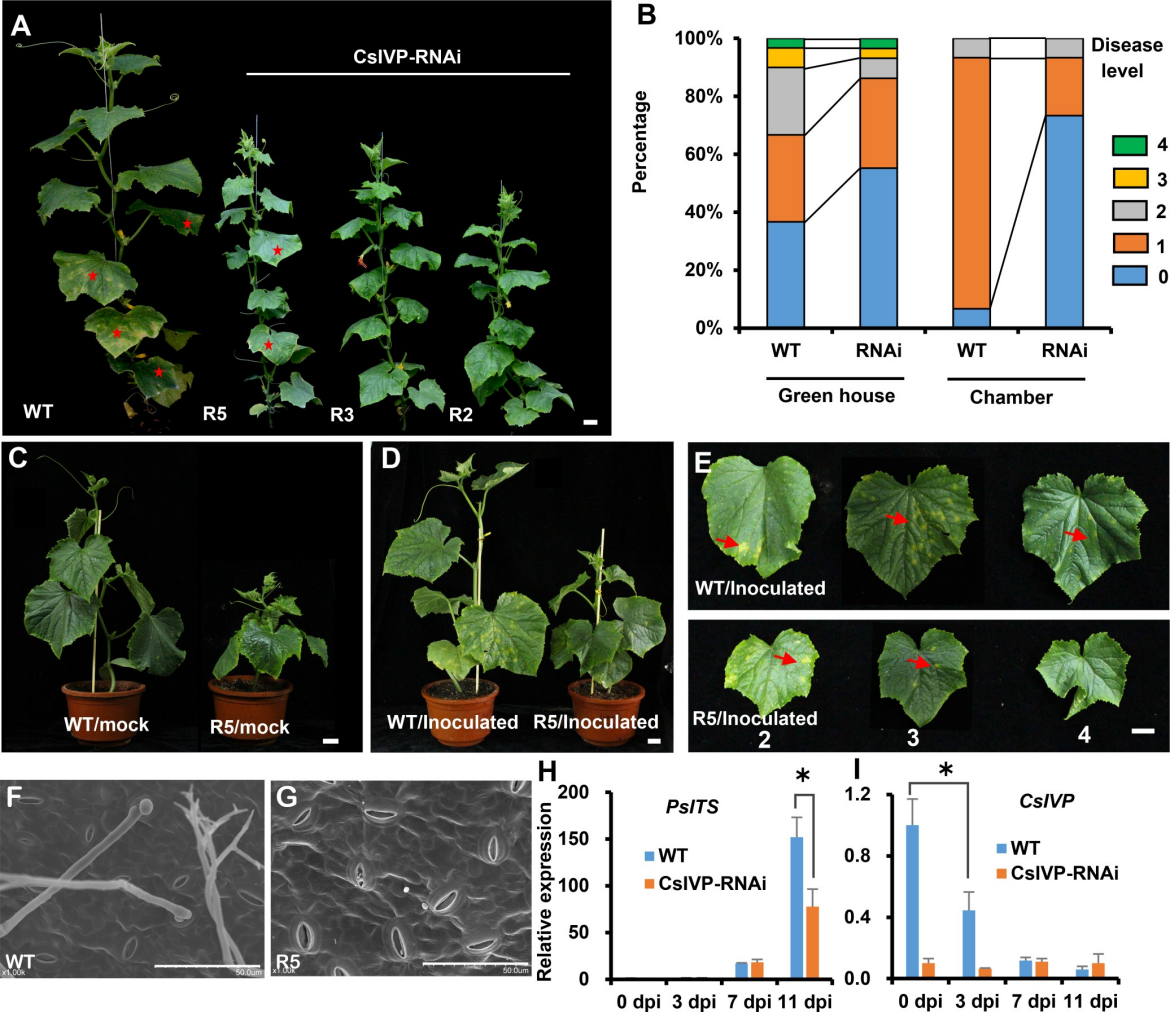
Response of *CsIVP*-RNAi plants to pathogen infection. (A) Increased tolerance of *CsIVP*-RNAi plants to pathogen attack during growth under greenhouse conditions. (B) Disease level of WT and *CsIVP*-RNAi plants under greenhouse and growth chamber conditions. (C–E) Phenotypic characterization of WT and *CsIVP*-RNAi plants 11 dpi with *Pseudoperonospora cubensis* in a growth chamber. The second, third, and fourth leaves (from bottom to top) are displayed in panel E. (F–G) Sporulation of *P*. *cubensis* on WT and *CsIVP*-RNAi plants imaged by scanning electron microscopy. (H) *PsITS* expression after inoculation with *P*. *cubensis* at 0, 3, 7, and 11 dpi. (I) *CsIVP* expression after inoculation with *P*. *cubensis* at 0, 3, 7, and 11 dpi. Scale bars represented 2 cm in panels A and C–E and 50 μm in panels F–G. Values are means ± SE (*n* = 3) in panels H–I. Asterisk indicate significant difference at *P* < 0.05 by *t* test. The data underlying this figure are included in S4 Data. *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; dpi, days post inoculation; *PsITS*, *P*. *cubensis internal transcribed spacer*; RNAi, RNA interference; WT, wild type.

Due to extremely low germination rates for the R3 and R2 lines, the R5 line was selected for further study. To investigate the roles of CsIVP on disease resistance, 7 leaf-stage seedlings were grown in a controlled environment chamber and inoculated with *P*. *cubensis*, a type of water mold that causes downy mildew in cucumber [36]. Consistently, *CsIVP*-RNAi plants were more resistant to *P*. *cubensis* (Fig 5C, 5D and 5E). Eleven days after inoculation, the second, third, and fourth true leaves of WT plants displayed obvious angular chlorotic lesions, whereas only moderate lesions occurred on the second and third true leaves of *CsIVP*-RNAi plants (Fig 5C, 5D and 5E). Some 73% (*n* = 15) of leaves exhibited no disease in *CsIVP*-RNAi plants, whereas only 7% (*n* = 15) of leaves showed no visible disease in WT (Fig 5B). The disease index was 11.1 for WT and 3.7 for *CsIVP*-RNAi plants (S5A Fig). Moreover, by scanning electron microscopy, visible conidiophores were observed in WT, but not in *CsIVP*-RNAi plants (Fig 5F and 5G). Consistently, the level of the *P*. *cubensis internal transcribed spacer* (*PsITS*) gene [37], which is used to assess pathogen growth on the host plants, was increased 11 days post inoculation (dpi) in WT but was significantly lower in *CsIVP*-RNAi plants (Fig 5H). In addition, at 3 dpi, the *CsIVP* transcript level was decreased greatly in WT and was reduced to the level in *CsIVP*-RNAi plants after 7 dpi (Fig 5I). These data suggested that CsIVP is involved in downy mildew resistance in cucumber.

### *CsIVP* regulates pathogen resistance though interacting with CsNIMIN1

To further study how *CsIVP* mediates in pathogen resistance, the differentially expressed genes (DEGs) in WT and *CsIVP*-RNAi plants were classified by MapMan (S5B Fig). Interestingly, genes involved in the SA, ethylene, jasmonic acid (JA), and ABA signaling pathways were significantly up-regulated in *CsIVP*-RNAi plants, providing evidence for a putative molecular mechanism of disease resistance in *CsIVP*-RNAi plants (S5B Fig). In addition, we observed a particular enrichment of defense-related genes in the *CsIVP*-RNAi line in our transcriptome data, as indicated by the significantly enriched gene ontology (GO) terms (S5C Fig). 

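The genes of the hormone sheet of S2 Data, which the study chose from these libraries, were grouped by words in their annotations. Of 14 genes with ethylene words, 13 were higher in R5 vein, 12 were called up and 1 was called down, or 10 and 1 with TMM factors. The gene called down, looked up after its values were seen, is Csa6G511860, an ethylene-forming enzyme. Adjusted over the list alone, 14 were called, which is not independent evidence. Of 7 genes with abscisic acid words, 5 were higher in R5 vein and called up, and 0 were called down. Chosen in the same way, the genes called up are Csa1G043190, Csa1G435760, Csa1G524760, Csa1G600830 and Csa4G064690. With TMM 3 were called up and 2 down, and 6 were called when adjusted over the list alone. The 25 genes with auxin words split into 9 called up and 11 called down, or 7 and 12 with TMM, with 20 called when adjusted over the list alone. In the sheet 0 genes carry salicylic acid or NPR1 words. *NPR1* as S5 Data names it (Csa4G063470, annotated in S2 Table as NPR1-like protein 3) was at 61.5 and 33.0 RPM in R5 vein and 15.1 and 17.0 RPM in WT vein, a log2 fold change of 1.46 (standard error 0.28, adjusted p = 0.00815). The call is lost without WT vein replicate 1 (adjusted p = 0.0628), within a range of adjusted p from 3.59e-05 to 0.0642 over all alternatives. Genes for NIMIN1, WHY1, SNI1 and PR-1 could not be tied to an identifier and were not analysed here.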

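Among the genes of S2 Table that are held here, which are part of its vein sheets, defense-related genes were picked by words in their annotations. The sheets hold genes that the study called from these same libraries, so these tallies are not independent evidence. Of 7 genes on the up-regulated sheet with pathogenesis-related words, 7 were called up, by limma on RPM, with TMM, and by edgeR and DESeq2. The largest change was that of Csa2G010390, annotated as pathogenesis-related 4, at 99.1 and 15.0 RPM in R5 vein and 0.276 and 0.289 RPM in WT vein, with a log2 fold change of 5.65. It was chosen after its values were seen. On the down-regulated sheet 5 genes have these words, all annotated to the thaumatin superfamily and named here after their values were seen (Csa3G828940, Csa2G264610, Csa4G296200, Csa3G214070 and Csa5G604230). All 5 were lower in R5 vein, 2 (Csa3G828940 and Csa3G214070) were called down by limma on RPM, and 5 with TMM, edgeR and DESeq2. The thaumatin superfamily thus went both ways, as 2 of its genes on the up-regulated sheet, Csa3G872740 and Csa6G506000, were called up. For chitinase words, 6 of 6 genes on the up-regulated sheet were called up, and 1 on the down-regulated sheet (Csa1G267240) was lower and not called by limma on RPM, though edgeR's exact test and DESeq2 called it. Of genes with NPR1 words, 2 of 2 were called up, Csa4G063470 and Csa4G063480. Words for WRKY, salicylic acid, NIM1-interacting, enhanced disease susceptibility, PAD4 and endo-glucosidase matched 0 genes, and glucanases that carry other words were not tallied. No enrichment test was run.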

As expected, the biotrophic pathogen resistance hormone SA was significantly increased in *CsIVP*-RNAi leaves (Fig 6A). The expression of *PR-1* in the SA signaling pathway was also significantly increased in *CsIVP*-RNAi plants after inoculation with *P*. *cubensis* (Fig 6B and 6C). These data support the hypothesis that, in cucumber, *CsIVP* regulates pathogen resistance, via the SA signaling pathway. We next screened 8 proteins as potential CsIVP partners, using the yeast two-hybrid (Y2H) assay (S6A Fig). CsIVP exhibited strong interactions with CsNIMIN1, a repressor in the SA signaling pathway (Fig 6D) [25], and weak interactions were observed with *C*. *sativus* WHIRLY 1 (CsWHY1) and SUPPRESSOR OF NPR1 (CsSNI1) (S6A Fig) [24], but no interactions were detected with the remaining 5 tested proteins (S6A Fig).

**Fig 6:**
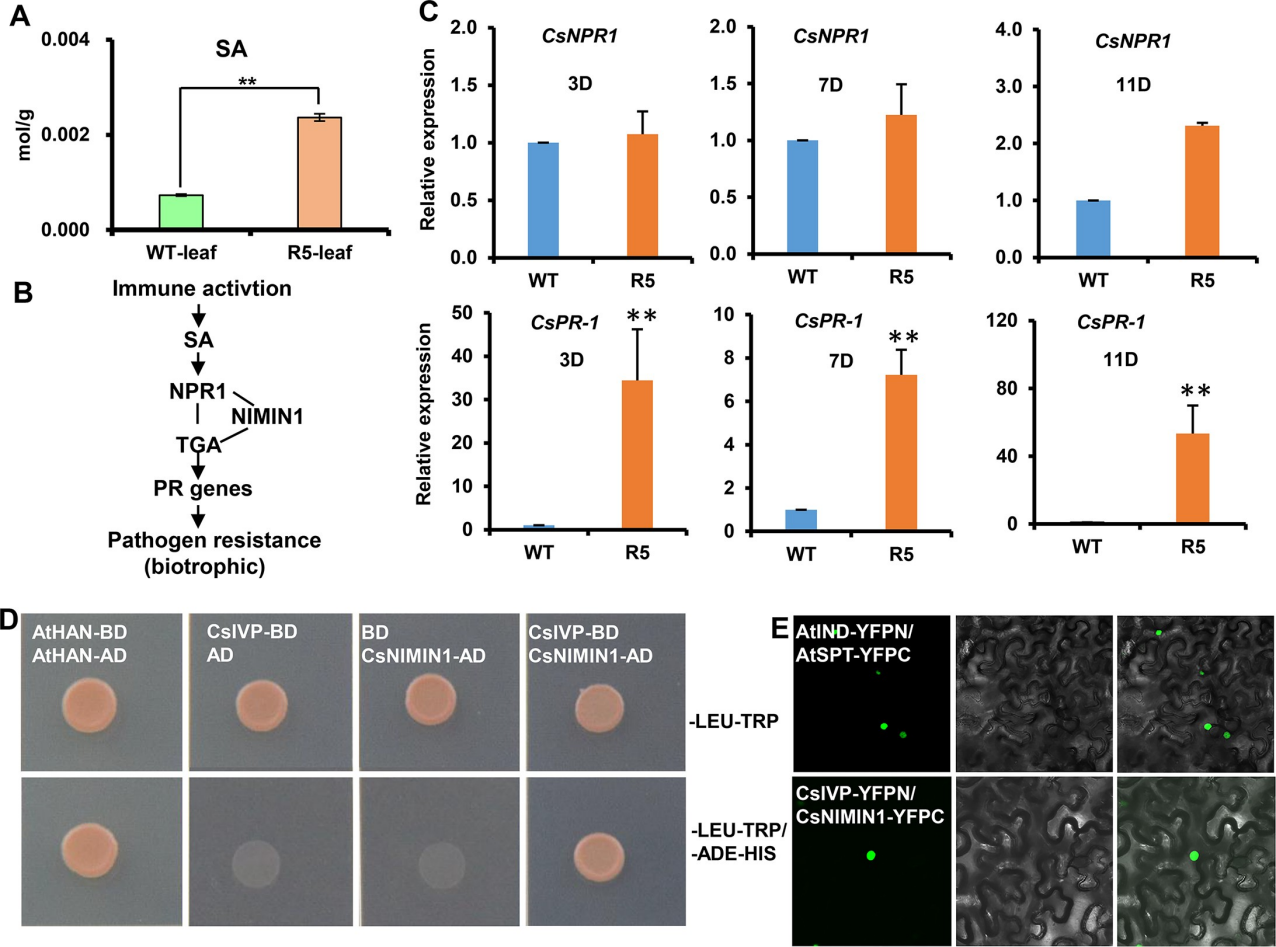
Interaction of CsIVP with CsNIMIN1, a repressor in the SA-responsive pathway. (A) SA content in leaf veins of WT and *CsIVP*-RNAi transgenic plants. (B) Schematic diagram of the major components in the SA-mediated plant defense pathway. (C) Expression analyses of selected genes involved in the induced systemic responses in WT and *CsIVP*-RNAi plants, at the times indicated after *P*. *cubensis* inoculation. (D–E) Physical interactions between CsIVP and CsNIMIN1, as revealed by Y2H (panel D) and BiFC assays (panel E). Protein interactions are indicated by green YFP fluorescent signals in nuclei (left panels); differential interference contrast images of tobacco cells are shown in the middle panels; and merged channels are shown in right panels. Values are means ± SE (*n* = 3) in panels A and C. Double asterisks indicate significant difference at *P* < 0.01 by *t* test. The data underlying this figure are included in S5 Data. BiFC, bimolecular fluorescence complementation; *Cs*, *Cucumis sativus*; *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; NIMIN1, NIM1-INTERACTING 1; RNAi, RNA interference; SA, salicylic acid; WT, wild type; Y2H, yeast two-hybrid; YFP, yellow fluorescent protein.

To confirm these protein interactions, in vivo, we next performed bimolecular fluorescence complementation (BiFC) assays in *N*. *benthamiana* leaves. A positive interaction was detected between CsIVP and CsNIMIN1 (Fig 6E), but no interaction was observed with CsWHY1 or CsSNI1. To further confirm that these interactions were specific to CsIVP, another 2 HEC family proteins, CsHEC1 and CsHEC2, were examined. An interaction between CsHEC1/2 with CsNIMIN1 was not detected in both Y2H and BiFC assays (S6B and S6C Fig). Taken together, these data support the hypothesis that CsIVP participates in downy mildew resistance through the CsNIMIN1-mediated SA response pathways.

## Discussion

Evolution of a vascular system was a primary driving force for land plant diversification and adaptation. The function of the vascular system, in long-distance signaling, is well known. However, the link between vascular development and disease resistance has received much less attention, and few regulators have been identified. In plants, formation of the vascular system underlies organ differentiation and functioning [32]. Therefore, erroneous structuring and configuration of the vascular system, in *CsIVP*-RNAi plants, likely negatively affects a range of developmental processes, thereby causing pleiotropic effects (Fig 2). On a similar note, leaf shape is closely related to the establishment of leaf vasculature [17], and therefore the downward curling of leaves in the *CsIVP*-RNAi plants may reflect the impact of ectopic development of the vasculature (Fig 2). The possibility should also be considered that the broader developmental defects—observed in *CsIVP*-RNAi plants—may reflect a perturbation to vascular development and the interdiction of other, as yet unidentified, *CsIVP* regulatory pathways.

The CsIVP was shown to directly bind to and promote the expression of *CsYAB5* in cucumber (Fig 3C, 3D and 3F). Previous studies indicated that the plant-specific YAB genes are expressed, abaxially, and play significant roles in leaf development [38,39]. In *Arabidopsis*, mutation of *YAB* genes resulted in loss of abaxial cell identity and narrow leaves [35]. In maize, CRABS CLAW affects leaf length and width, leaf angle, and internode length [34]. In rice, mutation in *Oryza sativa* YABBY4 (OsYAB4) leads to a semi-dwarf phenotype and an abnormal uppermost internode [40]. Here, we established that expression of *CsYAB5*, in the abaxial zone and vascular tissues, resembles *YAB5* in *Arabidopsis* (Fig 4A, 4B and 4C) [41]. Knockdown of *CsYAB5*, by RNAi, led to perturbations in leaf morphology, reduced internodes, and decreased fruit length and fertility, as well as disrupted vascular configuration, which phenocopied *CsIVP*-RNAi plants (Fig 4). These findings support the notion that CsIVP acts as a critical regulator of vasculature patterning and organ morphogenesis, through a direct regulation of *CsYAB5* transcription (Fig 7A).

**Fig 7:**
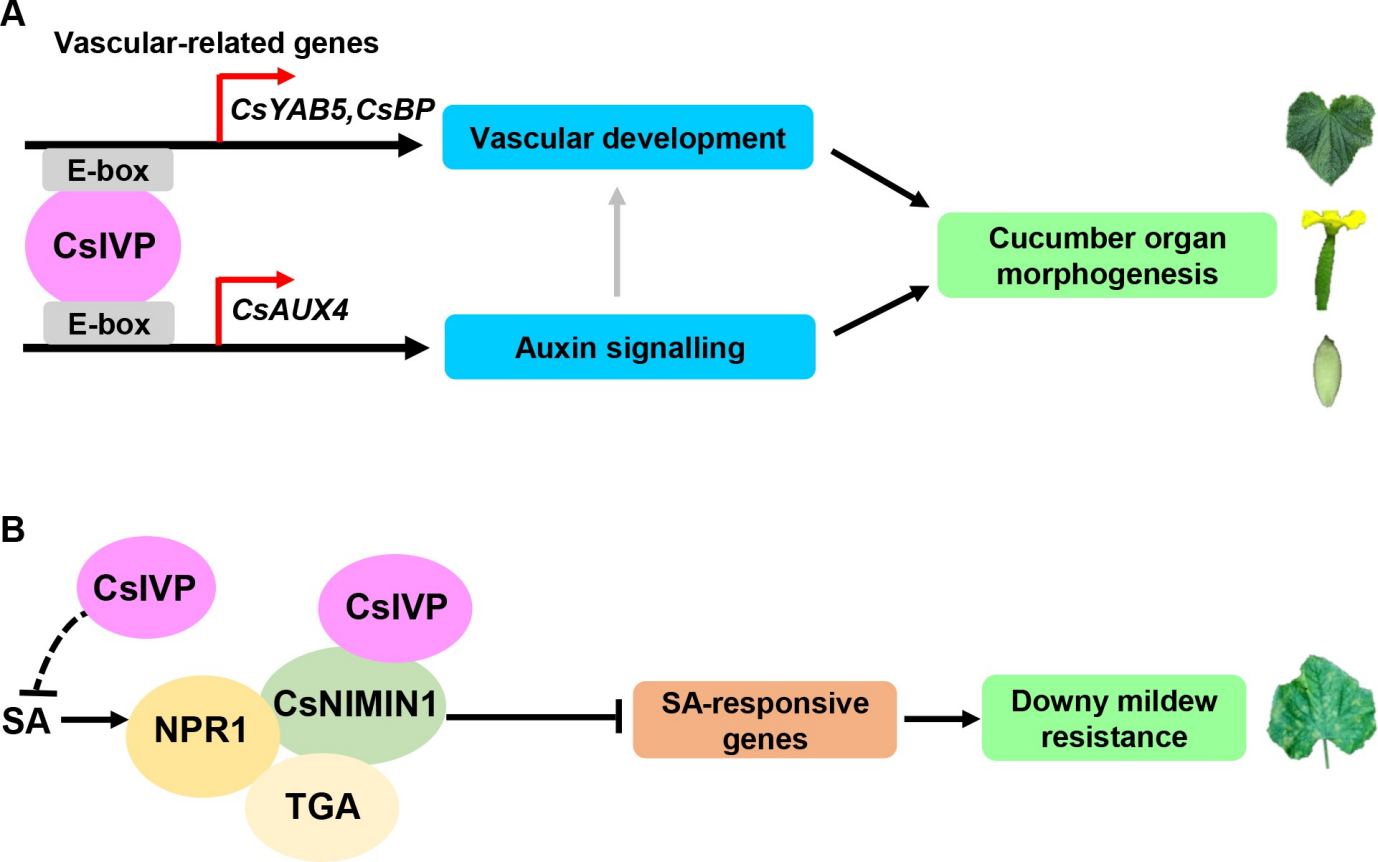
A working model for vasculature regulator *CsIVP* functioning in organ morphogenesis and downy mildew resistance in cucumber. (A) CsIVP regulates organ morphogenesis via 2 pathways, one by directly promoting the expression of vascular-related genes—including *CsYAB5* and *CsBP*—to regulate vascular development, and the other by directly binding to the E-box of *CsAUX4* to mediate auxin signaling. Grey arrow indicates the putative positive role of auxin in vascular development. (B) CsIVP may act as a repressor for SA production and physically interacts with CsNIMIN1 to compromise downy mildew resistance in cucumber. Black arrows, positive regulation; black crosses, inhibition regulation; red arrows, transcription start; black dotted crosses, putative inhibition regulation. *AUX4*, *AUXIN/INDOLEACETIC ACIDS4*; *BP*, *BREVIPEDICELLUS*; *Cs*, *Cucumis sativus*; *CsIVP*, *Cucumis sativus Irregular Vasculature Patterning*; NIMIN1, NIM1-INTERACTING1; SA, salicylic acid; *YAB5*, *YABBY5*.

As leaf serration was observed in *CsYAB5*-RNAi plants (Fig 4), but not in *CsIVP*-RNAi plants (Fig 2); this suggests that *CsYAB5* acts in a distinct pathway, other than through *CsIVP*, in regulating leaf serration. Interestingly, leaf downward curling was obvious in *CsIVP*-RNAi plants (Fig 2) but not in *CsYAB5*-RNAi plants (Fig 4). This downward curling phenotype is similar to the condition observed in *ASYMMETRIC LEAVES2* (*as2*) in *Arabidopsis* (Fig 2A, 2B, 2C, 2D and 2E) [42]. *AS1* and *AS2* form a complex to directly repress the expression of *BP* and *YAB5* in the proximodistal axis of *Arabidopsis* leaves [41]. However, our RNA-seq data indicated no difference in expression of *CsAS1* and *CsAS2* between *CsIVP*-RNAi and WT plants; neither were physical interactions detected between CsIVP and CsAS1 or CsAS2 (S3B Fig). Considering that the *Arabidopsis bp* mutant displays a dwarf plant phenotype and downward-oriented pedicels [43], and CsIVP directly binds to the promoter of *CsBP* and stimulates *CsBP* transcription (Fig 3), CsIVP may function in a novel manner, or in parallel with CsAS1/2, by direct targeting of vascular-related genes—including *CsYAB5* and *CsBP*—during organ morphogenesis in cucumber.

Auxin not only affects organ development but also promotes vascular cell differentiation and vascular strand formation in *Arabidopsis* [31,32]. Hence, the elevated IAA levels detected in the *CsIVP*-RNAi lines may account for their abnormal vascular patterning (Fig 2). Auxin signaling components, AUXIN RESPONSE FACTOR 5 (ARF5 [MP]), ARF3, and ARF4 are involved in regulating vascular development [44,45]. We detected no direct interaction between CsIVP and ARFs (S3 Fig); however, CsIVP did directly bind to the promoter region of the SCF^TIR1/AFB^ component, *CsAUX4*, and promoted its expression (Fig 3C, 3D, 3E and 3F). Previous work has shown that the SCF^TIR1/AFB^-mediated signaling pathway is involved in feedback regulation of IAA, through repressing auxin biosynthesis [46]. Therefore, CsIVP perhaps regulates the IAA level though the AUX4-mediated signaling pathway to mediate vascular patterning and organ morphogenesis in cucumber (Fig 7A).

Hormones play key roles in regulation of defense responses [47], and SA is an important activator of defense against biotrophic pathogens [48]. The observed resistance phenotype of *CsIVP*-RNAi plants to downy mildew led us to speculate that hormone pathways may be involved in CsIVP-mediated pathogen resistance (Fig 5). Consistently, we observed elevated levels of SA in *CsIVP*-RNAi leaf veins, along with transcript changes of marker genes, in this defense-related signaling pathway (Fig 6).

Upon infection by *P*. *cubensis*, *CsIVP* expression was rapidly reduced in WT (Fig 5I). Our interaction analysis confirmed that CsIVP directly interacts with CsNIMIN1, a repressor in the SA signaling pathway (Fig 6D and 6E). These findings suggest that CsIVP may act as a repressor for SA production and physically interacts with CsNIMIN1 to block the SA-responsive pathway to compromise downy mildew resistance in cucumber (Fig 7B). CsIVP may act as a positive regulator of CsNIMIN1 function. In the absence of CsIVP, the repressive role of CsNIMIN1 on SA response was compromised, which resulted in enhanced SA responses and elevated downy mildew resistance (Figs 5 and 6). To understand the mechanism of how CsIVP regulates CsNIMIN1 function, we overexpressed CsNIMIN1-HEMAGGLUTININ EPITOPE (HA) in protoplasts of WT and R5 transgenic plants. Our data showed that CsNIMIN1 accumulation was unchanged in R5 plants compared to WT (S6D Fig), indicating that CsIVP did not affect CsNIMIN1 protein stability. Future studies are in need to explore whether and how CsIVP affects the interaction of CsNIMIN1 with CsNPR1 and CsTGA, or the subcellular localization of CsNIMIN1 protein in cucumber.

JA plays a positive role in plant resistance against necrotrophic pathogens and herbivorous insects [48]. Our transcriptomics data showed that genes involved in the JA signaling pathway were significantly up-regulated in *CsIVP*-RNAi plants (S5B and S5C Fig). 

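Of 20 genes in the hormone sheet of S2 Data with jasmonate words, 18 were higher in R5 vein, 12 were called up and 1 was called down. With TMM factors 10 were called up and 1 down, and adjusted over the list alone 15 were called, which is not independent evidence since the study chose the sheet from these libraries. These include 13 lipoxygenase genes, of which 7 were called up and 1 down, or 6 and 1 with TMM. The gene called down, named after its values were seen, is Csa4G286940, annotated as lipoxygenase 2. In fruit 1 of the 20 genes was called, Csa5G366670, annotated as allene oxide cyclase 3, and it was up. Adjusted over the list alone, 2 were called in fruit.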

Considering that in the greenhouse *CsIVP*-RNAi plants exhibited resistance to several pathogens, in addition to downy mildew, we speculate that CsIVP may also participate in resistance to necrotrophic pathogens through the JA-signaling pathway. Future studies are needed to dissect the specific link between CsIVP and JA-mediated disease resistance in cucumber.

In *Arabidopsis*, *IND* and *HEC3* are paralogous genes of *CsIVP* that do not display roles in vasculature patterning or disease resistance [28,29]. Such functional divergence of *IND* and *HEC3* is probably due to neofunctionalization, after duplication. Both *IND* and *HEC3* function through the auxin signaling pathway. More importantly, *IND* regulates marginal tissue lignification, and lignin is required for xylem differentiation [28,49]. Given the early origin of *HEC* genes in mosses (S1A Fig), their conservation in relation to the vasculature, and their functional interaction with auxin signaling, we speculate that *HEC* genes were likely involved in emergence of the early land plant vascular system and, subsequently, in the development of more complex vascular configurations. It will be interesting to investigate whether *CsIVP* orthologs function by similar mechanisms for regulating immunity to pathogens and organ morphogenesis.

## Materials and methods

### Plant materials and growth conditions

Cucumber (*Cucumis sativus* L.) inbred line R1461, having a very similar genome to the sequenced variety Chinese Long 9930, was used in this study. Seeds were germinated, in the dark and at 28°C, and then grown in a growth chamber under a 16 h/8 h and 25°C/18°C day/night regime until the two true-leaf stage. Seedlings were then transferred to a standard greenhouse in the experimental field of China Agricultural University, Beijing. Water management and pest control were performed according to standard protocols.

### Gene cloning and phylogenetic analysis

The full-length coding sequence of *CsIVP* was cloned from line R1461. Total RNA was extracted from cucumber female buds, using a Quick RNA isolation Kit (Huayueyang Biotechnology, Beijing, China), and cDNA was synthesized using the TianScript II RT Kit (Tiangen Biotech, Beijing, China). Gene structure analysis of *CsIVP* was performed using the GSDS program (http://gsds.cbi.pku.edu.cn/). To retrieve protein and DNA sequences for phylogenetic analysis, *Arabidopsis* HEC1/2/3/IND and CsIVP were used as queries to search against the genome database, Phytozome (http://www.phytozome.net/), using BLASTP with a parameter of 1 × 10^−10^. Watermelon sequences were obtained from the Cucurbit Genomics Database (http://www.icugi.org/cgi-bin/ICuGI/index.cgi). Sequences of *Cucumis melo* and *Elaeis guineensis* were retrieved from the National Center for Biotechnology Information (NCBI; https://www.ncbi.nlm.nih.gov/). Gymnosperm sequences were collected from the OneKP transcriptome database (http://db.cngb.org/blast4onekp/). Accession numbers of all sequences used for phylogenetic analysis are provided in S7 Table. Full-length protein sequences of sampled species were aligned using the program Muscle 3.6 (http://www.drive5.com/muscle/), and the resulting alignment was manually adjusted in GeneDoc 3.2 [50]. Based on the protein alignment, a DNA matrix was produced by PAL2NAL (http://www.bork.embl.de/pal2nal/). The bHLH domain was identified according to the BoxShade program (http://www.ch.embnet.org/software/BOX_form.html). A phylogenetic tree was generated using the Neighbor-joining method and the bootstrap analysis with 1,000 replications in the MEGA6.0 software package [51].

### qRT-PCR

Total RNA was extracted from different cucumber tissues using a Quick RNA isolation Kit (Huayueyang Biotechnology, Beijing, China) and cDNA synthesized using a TianScript II RT Kit (Tiangen Biotech, Beijing, China). An ABI PRISM 7500 Real-Time PCR System (Applied Biosystems, Waltham, MA) was used for qRT-PCR assays. Cucumber *UBIQUITIN* (Csa000874) was used as internal references to normalize expression data. Each qRT-PCR experiment was performed with 3 biological and 3 technical replicates. Primer information is listed in S6 Table.

### In situ hybridization

Cucumber shoot apex, flower buds, and young fruits were fixed in 3.7% formal-acetic-alcohol (FAA) and in situ hybridization was performed, as previously described [30]. The *CsIVP* and *CsYAB5* probe was designed according to gene-specific fragments. Sense and antisense probes were generated by PCR amplification, with specific primers, using SP6 and T7 polymerase, respectively. Primers are listed in S6 Table.

### Subcellular localization assays

The *CsIVP* coding sequence, without the termination codon, was fused with the *GFP* coding sequence, then inserted into the plasmid pUC-SPYNE. Subcellular localization in onion epidermal cells was performed following standard protocols [49], and images were taken using a confocal laser-scanning microscope (Carl Zeiss LSM 510, Germany) excited at a 488 nm wavelength. Primers are listed in S6 Table.

### Cucumber transformation

To generate RNAi constructs, 270-bp gene-specific sense and antisense fragments of *CsIVP* and 248-bp of *CsYAB5* were amplified, using primers containing SpeI (5' end)/BamHI (3' end) and AscI (5' end)/SwaI (3' end) sites, respectively. The two fragments were cloned into the PFGC-1008 vector, with an empty PFGC-1008 vector used as a transformation control. The resultant *CsIVP*-RNAi and *CsYAB5*-RNAi constructs and the empty PFGC-1008 vector were introduced into *Agrobacterium* by electroporation. *CsIVP*-RNAi and *CsYAB5*-RNAi transgenic cucumber plants were obtained through a well-established cotyledon transformation method [30]. Primers are listed in S6 Table.

### Cytohistological analyses

Periodic acid-Schiff’s reagent (PAS) staining was used to analyze vascular cytohistological structure, which was performed on semi-thin sectioned leaf veins embedded in LR white resin, as previously described [52].

### Immunoblot

Full-length *CsIVP* CDS was cloned into the pET-28a vector to express CsIVP protein that was used to generate the polyclonal CsIVP antisera in rabbits, and the anti-CsIVP was tested through ELISA by the HUABIO HangZhou Company. Total protein was extracted from leaf tissues of WT and *CsIVP*-RNAi transgenic plants with extraction buffer (50 mM HEPES [pH 7.5], 150 mM KCl, 1 mM EDTA, 1 mM DTT, 0.5% Triton X-100, 1× protease inhibitors [Roche]), and the level of CsIVP was detected by anti-CsIVP immunoblots. Equal loading was shown by ponceau staining. The indicated plasmids were transfected into cucumber protoplasts and incubated overnight. Total protein was extracted using the aforementioned protocol. The protein level of NIMIN1-HA was detected by immunoblot, using the HA antibodies. The Luciferase protein was used as a control.

### Leaf decolorization protocol

Cucumber leaves were bathed overnight in a mixture of 14% acetic acid and 86% ethyl alcohol. Leaves were then dehydrated in 70% ethyl alcohol, twice, for 5 min and then transferred to a clearing solution (80% lactic acid to phenol to glycerin to distilled water at 1:1:1:1) in a 90°C water bath. The resultant transparent leaves were imaged with a scanner (Epson perfection V800 photo, Canada).

### Triphenyltetrazolium chloride test

To examine viability, pollen was placed on a glass slide and then incubated for 15 min at 37°C with a 0.5% triphenyltetrazolium chloride (TTC) solution (0.5 g TTC dissolved in 100 ml distilled water); viable pollen grains were stained red. Images were photographed using a light microscope (D72, Olympus, Tokyo, Japan). Five plants from each *CsIVP-*RNAi transgenic line and WT were selected, 3 flowers per plant were harvested, 5 slides were prepared for each flower, and 3 fields per slide were examined. Pollen viability was calculated as the ratio of red pollen grains to total pollen grains.

### Measurements of endogenous hormones

To examine the levels of auxin (IAA), ZR, GA, ABA, and BRs in WT and *CsIVP-*RNAi transgenic plants, approximately 0.1 g samples were harvested from leaf veins. Hormone analyses were performed using ELISA, after sample extraction, as previously described [53]. To examine the level of SA, approximately 25 mg samples were vacuum freeze-dried for 10 to 12 h, followed by dipping into cold buffer 1 (MeOH:H_2_O = 9:1, 0.1% formic acid, 0.05 g lidocaine, 10 ng D6ABA) for 12 h in 4°C. After centrifuging two times, the supernatants were dried with nitrogen and then dissolved with 100 μl methyl alcohol. The new supernatant concentration was detected by Agilent 6520. Three biological replicates were performed for each tissue type.

### IAA immunolocalization

Young leaf veins, and fruits of WT and *CsIVP-*RNAi transgenic cucumber plants, were cross-linked in pre-cooled 3% EDC for 1 h in a dark chamber, at 4°C, and then kept in paraformaldehyde for overnight fixation. Fixed samples were dehydrated, embedded, sectioned, dewaxed, and then incubated, overnight, with anti-IAA monoclonal antibodies [54]. The Dylight 488 antibodies were applied on slides and incubated for 4 h at room temperature in the dark. After washing with 10 mM phosphate buffered saline (PBS), twice for 5 min each, specimens were mounted in 50% glycerin and imaged under a confocal laser-scanning microscope (Carl Zeiss LSM 510, Germany).

### RNA-seq and bioinformatics analyses

Leaf veins (midveins dissected from the youngest expanded leaves) and young fruits (4 d before anthesis) of WT and transgenic cucumber plants were collected for RNA-seq analysis. Two biological replicates were performed for each tissue sampled. RNA-seq library construction was performed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ispawich, MA), according to the manufacturer’s instructions, and 4 index codes were added to attribute sequences to different samples [55]. The Illumina HiSeq 2000 platform was used to sequence the RNA-seq libraries to generate 150 bp paired-end reads. Sequencing data were deposited with the Gene Expression Omnibus (GEO) database at the NCBI under accession number GSE86496.

Analyses of RNA-seq data were performed, as previously described [53]. Reads longer than 25 bp were mapped to the cucumber genome sequence (http://cucumber.genomics.org.cn, version 2i), using TopHat [56,57]. The read counts of annotated genes were counted using HTSeq-count [58]. The genes with a normalized expression level of at least 1 transcript per million (TPM), in at least 2 samples, were retained for further analysis. The R package, edgeR, was used to identify DEGs between WT and *CsIVP-*RNAi transgenic plants [59]. The cutoff for DEGs was at least a 2-fold change in expression and a false discovery rate (FDR) of less than 0.05.

### Yeast one-hybrid assays

Sense and antisense oligonucleotides were obtained by synthesizing 2 antiparallel oligonucleotides containing a triplication of each E-box variant, plus 3 nucleotides of the flanking sequence on both sides, based on the promoters of *CsAUX4*, *CsYAB5*, and *CsBP*. A mutated E-box was used as a negative control. Then, sense and antisense nucleotides were cloned into the pAbAi vector (Clontech, Mountain View, CA); the resultant plasmids and an empty pAbAi were transformed into the yeast strain Y1H Gold, according to the manufacturer’s instructions. The full-length coding sequence of CsIVP, CsHEC1, or CsHEC2 was cloned into pGADT7, and then the plasmid was transformed into the Y1H Gold strain, with pE-box-ABAi. Positive colonies were selected by Aureobasidin A (AbA) on Synthetic Dropout (SD)/Leucine (Leu) medium (Clontech). Primer information for oligonucleotide synthesis is listed in S6 Table.

### EMSAs

The full-length coding sequence of *CsIVP* was cloned into the pET-28a vector, sequenced, and transformed into the BL21 *Escherichia coli* strain for protein expression. When the culture OD_600_ was 0.6–0.8, IPTG was added for protein induction for 16 h at 16°C. Proteins were extracted and purified using Ni-NTA and analyzed by SDS-PAGE. DNA fragments, approximately 35 to 40 bp in length—containing the E-box of the *CsBP*, *CsAUX*, *CsYAB5*, or *CsCCR1* promoters—were labeled with biotin and used as probes; cold probes (unlabeled probes) were used as competitors. EMSA assays were performed with a LightShift Chemiluminescent EMSA Kit (Thermo #20148), according to the manufacturer’s instructions. Probe sequences are listed in S6 Table.

### ChIP-PCR

ChIP-PCR was performed as previously described [60]. Approximately 2 g floral and leaf tissues from control and transgenic lines were used to harvest sonicated chromatin. An anti-myc antibody (Abcam anti-Myc tag antibody, lot number GR310953-4) was used to perform immunoprecipitation reactions. Three biological repeats and three technical replicates were performed for each sequence segment. *CsTUBLIN* was used as the internal control. The primer information used in ChIP-PCR is listed in S6 Table.

### LUC/REN assay for protein–DNA interactions in tobacco leaves

Promoters of *CsYAB5* (1,766 bp), *CsBP* (1,816 bp), and *CsAUX4* (1,907 bp) were cloned into the transient expression vector pGreenII 0800-LUC as reporters. The CDS of CsIVP, CsHEC1, or CsHEC2 was cloned into pGreenII 62-SK as effectors. The agrobacterium GV3101 strain carrying the earlier-verified constructs and the *N*. *benthamiana* leaves were used to detect the co-expression, as previously described [61]. Six biological repeats were used to calculate the ratio of LUC to REN, which reflected the final transcriptional activity. The primers for all constructs are listed in S6 Table.

### Phytopathological tests and disease evaluation

WT and *CsIVP*-RNAi (R5) seedlings were grown in a growth chamber at 22°C with 12 h light/dark photoperiod. When the sixth true leaf was fully expanded, plants were inoculated with 3 × 10^5^ *P*. *cubensis* sporangia/ml solution by spraying the leaf surface with the same droplet density. After inoculation, plants were kept in darkness for 24 h at 100% relative humidity and 19°C, and then moved to a 12 h/12 h light/dark cycle, with 85% relative humidity and 19°C. The rating assessments of foliar disease were performed 11 dpi, using a scale of 0 to 9, where 0 = no disease, 1 = the area of lesion is less than 3% of the whole leaf area, 2 = approximately 3%–6%, 3 = approximately 6%–12%, 4 = approximately 12%–25%, 5 = approximately 25%–50%, 6 = approximately 50%–70%, 7 = approximately 75%–87%, 8 = approximately 87%–100%, and 9 = 100% [62]. The disease index was calculated according to the formula: $X=\frac{\Sigma (Ni\times i)}{N\times 9}\times 100$. X indicates the disease index, Ni indicates the number of leaves with different disease indices, i represents the numerical value of different disease indices, and *N* indicates the total number of leaves. Each treatment had 3 biological replicates, with 5 plants in each replicate.

### Scanning electron microscope

Disease leaf samples were fixed in FAA for 4 h. After critical-point drying, samples were sputter-coated with gold and examined on a scanning electron microscope, using an acceleration voltage of 2 kV.

### Y2H assays

Full-length coding sequences for the specified genes, including CsIVP, CsHEC1, CsHEC2, and CsNIMIN1, were cloned into pGADT7 (bait vector) or pGBKT7 (prey vector), sequenced, and transformed into the yeast strain AH109. The bait and prey vectors were transformed, following the instructions for the MatchmakerTM GAL4 Two-Hybrid System 3 & Libraries (Clontech). Protein interactions were assayed, as previously described [63]. Primers for the Y2H assays are listed in S6 Table.

### BiFC assays

Full-length coding sequences for CsIVP, CsHEC1, CsHEC2, and CsNIMIN1 were amplified by PCR, without stop codons, and cloned into pSPYNE-35S and pSPYCE-35S vectors containing the N- or C- terminus of YFP to generate in-frame fusion proteins. All constructs were confirmed by sequencing and then transformed into the *A*. *tumefaciens* strain GV3101. The 2 plasmids for detection of specific protein interactions were co-transformed into the abaxial side of 5- to 6-wk-old tobacco (*N*. *benthamiana*) leaves, as previously described [63]. Tobacco leaves were examined using a Zeiss LSM 510 Meta confocal laser-scanning microscope, after 48-h co-infiltration. YFP signals were imaged under 488 nm excitation wavelength. Primers used for BiFC are listed in S6 Table.

## Supporting information

S1 Fig Phylogenetic relationship among HEC genes and expression analysis of *CsIVP* in cucumber. (A) The diagram shows there was a duplication before appearance of the angiosperms. Bootstrap values over 50% are placed above the branches. (B–E) qRT-PCR analyses of *CsIVP* in different organs of cucumber (panels B–D) and in different tissues of young fruit (panel E). The *UBIQUITIN* (*Csa000874*) gene was used as an internal control to normalize expression. Values are means ± SE (n = 3). Numbers 1, 5, 8, 10, and 15 of leaf and node represent nodes from bottom to top, and “F” represent fruit. (F) Subcellular localization of CsIVP in onion epidermal cells. GFP is indicated by green fluorescent signal. GFP driven by the *CaMV 35S* promoter was used as a control. Scale bars represent 50 μm in panel F. The data underlying this figure are included in S6 Data.
(TIF) Click here for additional data file.

S2 Fig Phenotypic characterization and hormone measurements performed on *CsIVP*-RNAi transgenic plants. (A–B) Expression of *CsHEC1* and *CsHEC2* was unchanged in the *CsIVP*-RNAi lines. Values are means ± SE (*n* = 3). (C–D) Reduced plant height and increased stem diameter in *CsIVP-*RNAi transgenic plants. Red brackets indicated the second node in WT and *CsIVP*-RNAi line R5. (E–F) Quantification of plant height (panel E) and stem diameter (panel F). WAG, weeks after germination. Values are means ± SE (*n* = 3). (G) Corolla diameter of the male flower. Values are means ± SE (*n* = 10). (H-J) Quantification of ovary diameter (panel H) and length (panel I) at anthesis, and mature fruit length (panel J) in WT and *CsIVP*-RNAi lines. (K) Stamens at anthesis. (K’) Enlarged views of red boxes in panel K. Released pollen grains are bright spots (red stars). (L) Pollen viability assay. Viable pollen grains are stained red. (M) Morphological characterization of mature seeds of WT and *CsIVP*-RNAi lines. (N–O) Transverse sections of fruit in WT and *CsIVP*-RNAi R5 line. White numbers indicate the vascular bundles. (P) Content of ZR, GA3, BRs, and ABA in the leaf veins of WT and *CsIVP*-RNAi plants. (Q–T) IAA distribution in young fruits, as detected by immunolocalization. Anti-IAA monoclonal antibodies and DyLight 488–conjugated goat anti-mouse IgG antibodies were used to detect IAA. (Q, S) Differential interference contrast images, and (R, T) fluorescent images. Scale bars represented 2 cm in panels C–D and M; 500 μm in panels K–L and O; 50 μm in panel K’; 2 mm in panel N; and 100 μm in panels Q–T. Values are means ± SE (*n* = 3) in panels H–J and P. Asterisk and double asterisks in panels G–J indicate significant differences of *P* < 0.05 and *P* < 0.01 by *t* test, respectively. The data underlying this figure are included in S7 Data. ABA, abscisic acid; BR, brassinosteroid; GA3, gibberellic acid3; ZR, zeatin riboside
(TIF) Click here for additional data file.

S3 Fig Expression analyses and interaction summary of genes involved in vasculature development. (A) qRT-PCR verification of DEGs identified by RNA-seq analysis. The *UBIQUITIN (Csa000874)* gene was used as an internal control to normalize expression levels. Values are means ± SE (*n* = 3), double asterisks indicate significant difference at *P* < 0.01 by *t* test. (B) Summary of yeast one-hybrid assays performed in this study. “+” indicates positive interaction, “−” indicates no interaction, “Un” indicates untested, “*” represents confirmed by EMSA, ChIP-PCR, and luciferase activity. (C) Yeast one-hybrid assay between CsHEC1/2 and the E-box from the *CsYAB5*, *CsBP*, and *CsAUX4* promoters. The SD/-Leu medium with 100 ng/ml or 500 ng/ml inhibitory AbA was used to screen for interactions. (D–F) Luciferase activity measured in tobacco leaves after co-expression of *35S*:*CsHEC1/2* with *proCsYAB5*:*LUC*, or *proCsBP*:*LUC*, or *proCsAUX4*:*LUC*. Values are means ± SE (*n* = 6). The data underlying this figure are included in S8 Data. AbA, Aureobasidin A
(TIF) Click here for additional data file.

S4 Fig *CsYAB5* expression analyses in different cucumber organs. (A–C) qRT-PCR analyses of *CsYAB5* in leaf (panel A), stem (panel B), and fruit (panel C). The *UBIQUITIN* (*Csa000874*) gene was used as an internal control to normalize expression. Values are means ± SE (*n* = 3). Numbers 1, 5, 8, 10, and 15 of leaf and stem represent nodes from bottom to top; “F” represent fruit. The data underlying this figure are included in S6 Data.
(TIF) Click here for additional data file.

S5 Fig Disease index and transcriptome analysis in WT and *CsIVP*-RNAi transgenic plants. (A) Disease index of WT and *CsIVP*-RNAi plants under greenhouse and growth chamber conditions. (B) MapMan analysis of DEGs in veins of *CsIVP*-RNAi transgenic compared to WT plants that are involved in the response to biotic stresses. (C) Bar plot showing the top 5 GO terms in the up- and down-regulated DEGs in the leaf vein of *CsIVP* transgenic plants compared to WT. The data underlying this figure are included in S9 Data.
(TIF) Click here for additional data file.

S6 Fig Interactions detected by Y2H, BiFC, and immunoblots. (A) Summary of protein interactions of disease resistance performed in this study. “++” indicates strong interaction, “+” indicates positive interaction, “*” represents confirmed by BiFC, “–” indicates no interaction; “Un” indicates untested. CsIVP-BD indicates CsIVP fused with the GAL4 DNA binding domain. AtHAN-AD denotes AtHAN fused with the activation domain. Similar labels were used for the other constructs. (B) Y2H assays. A combination of AtHAN-BD and AtHAN-AD was used as the positive control [63]; the combinations of each gene and the empty vectors pGBKT7 and pGADT7 were used as negative controls. (C) BiFC assays. IND-YFPC and SPT-YFPN were used as positive controls [49]. Protein interactions are indicated by green YFP fluorescent signals in nuclei (left panels); DIC images of tobacco cells are shown in the middle panels; and merged channels are shown in right panels. (D) Immunoblot of protoplasts from WT and R5 transgenic plants overexpressing CsNIMIN1-HA. AD, activation domain; BD, binding domain; DIC, differential interference contrast; IND, INDEHISCENT; SPT, SPATULA; Y2H, yeast two-hybrid
(TIF) Click here for additional data file.

S1 Table Summary of transcriptome sequencing data. (DOCX) Click here for additional data file.

S2 Table RNA-seq data. (XLSX) Click here for additional data file.

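S2 Table lists, for each differentially expressed gene, the RPM of each library, the log2 fold change and its false discovery rate. The copy held here is shortened: it has 1999 of 2268 genes on the sheet of genes up-regulated in vein and 1126 of 1588 on the sheet of those down-regulated, and genes of the fruit sheets are not used here. The RPM of the 1999 and 1126 genes held equal the deposited values to within 0.001. All of them changed in the same direction in the limma comparison, which called 1828 of the 1999 and 622 of the 1126. Of the latter, 939 had an adjusted p under 0.05. edgeR's exact test on the recovered reads called 1730 and 906, its quasi-likelihood test 1727 and 946, and DESeq2 1836 and 1095.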

S3 Table Examples of genes involved in vascular development that are differentially expressed in the veins of R5 versus WT in cucumber. (DOCX) Click here for additional data file.

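S3 Table lists 38 genes that the study picked from these libraries. In the limma comparison 24 of them were higher in R5 vein, 22 were called up, 9 were called down and 7 were not called. With TMM factors 22 were called up and 13 down. Adjusted over the list alone, 32 were called, which is not independent evidence.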

S4 Table Examples of auxin-related genes differentially expressed in the veins of R5 versus WT in cucumber. (DOCX) Click here for additional data file.

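S4 Table holds 31 auxin-related genes chosen by the study in the same way. R5 vein was higher for 14 of them. Of the 31, 13 were called up, 14 called down and 4 not called (Csa3G198490, Csa3G883020, Csa1G427480 and Csa7G009040, named after their values were seen), or 10 up and 14 down with TMM. Adjusted over the list alone, which is not independent evidence, 27 were called.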

S5 Table Summary of CsIVP binding to the E-box in promoters and introns of *CsYAB5*, *CsBP*, *CsAUX4*, and *CsCCR1* genes. (DOCX) Click here for additional data file.

S6 Table Primers used in this study. (DOCX) Click here for additional data file.

S7 Table Gene accession numbers used for phylogenetic analysis. (DOCX) Click here for additional data file.

S1 Data The data underlying Fig 2. (XLSX) Click here for additional data file.

S2 Data The data underlying Fig 3. (XLSX) Click here for additional data file.

S3 Data The data underlying Fig 4. (XLSX) Click here for additional data file.

S4 Data The data underlying Fig 5. (XLSX) Click here for additional data file.

S5 Data The data underlying Fig 6. (XLSX) Click here for additional data file.

S6 Data The data underlying S1 and S4 Figs. (XLSX) Click here for additional data file.

S7 Data The data underlying S2 Fig. (XLSX) Click here for additional data file.

S8 Data The data underlying S3 Fig. (XLSX) Click here for additional data file.

S9 Data The data underlying S5 Fig. (XLSX) Click here for additional data file.

S1 Raw Images Original images for blots and gels in Figs 2C and 3D and S6D Fig. (PDF) Click here for additional data file.

## Abbreviations

AbA: aureobasidin A
ABA: abscisic acid
APL: ALTERED PHLOEM DEVELOPMENT
ARF: AUXIN RESPONSE FACTOR
as2: ASYMMETRIC LEAVES2
AUX4: AUXIN/INDOLEACETIC ACIDS4
bHLH: basic Helix-Loop-Helix
BiFC: bimolecular fluorescence complementation
BP: BREVIPEDICELLUS
BR: brassinosteroid
CCR1: CINNAMOYL COA REDUCTASE1
ChIP: chromatin immunoprecipitation
CsIVP: Cucumis sativus Irregular Vasculature Patterning
DEG: differentially expressed gene
dpi: days post inoculation
EMSA: electrophoretic mobility-shift assay
FAA: formal-acetic-alcohol
FDR: false discovery rate
FIL: FILAMENTOUS FLOWER
GA3: gibberellic acid3
GEO: Gene Expression Omnibus
GFP: green fluorescent protein
GO: gene ontology
HA: HEMAGGLUTININ EPITOPE
HEC3: HECATE3
IAA: indole-3-acetic acid
IND: INDEHISCENT
IRX: IRREGULAR XYLEM
ITS: internal transcribed spacer
JA: jasmonic acid
KAN: KANADI
KNAT7: KNOTTED1-LIKE HOMEOBOX GENE 7
LUC/REN: luciferase/renilla
MYB: myeloblastosis
MYC: c-myc
NAC: NAM/ATAF/CUC
NCBI: National Center for Biotechnology Information
NIMIN1: NIM1-INTERACTING1
NPR: NONEXPRESSOR OF PATHOGENESIS-RELATED GENES 1
OPS: OCTOPUS
OsYAB4: *Oryza sativa* YABBY4
PAS: Periodic acid-Schiff’s reagent
PBS: phosphate buffered saline
PHB: PHABULOSA
PR1: PATHOGENESIS-RELATED PROTEIN1
qRT-PCR: quantitative real-time PCR
RNA-seq: RNA sequencing
RNAi: RNA interference
SA: salicylic acid
SNI1: SUPPRESSOR OF NPR1
TPM: transcripts per million
TTC: triphenyltetrazolium chloride
VND7: VASCULAR-RELATED NAC-DOMAIN 7
WHY1: WHIRLY 1
WRKY: DNA-binding domain containing a highly conserved WRKYGQK motif
WT: wild type
Y2H: yeast two-hybrid
YAB: YABBY
YFP: yellow fluorescent protein
ZR: zeatin riboside

## References

[1] LadizinskyG. Plant evolution under domestication: Springer Netherlands; 1998.

[2] StenbergJA, HeilM, AhmanI, BjorkmanC. Optimizing crops for biocontrol of pests and disease. Trends Plant Sci. 2015; 20: 698–712. 10.1016/j.tplants.2015.08.007 26447042

[3] TianL, ShiS, NasirF, ChangC, LiW, TranLP, et al Comparative analysis of the root transcriptomes of cultivated and wild rice varieties in response to *magnaporthe oryzae* infection revealed both common and species-specific pathogen responses. Rice (N Y). 2018; 11: 26.2967923910.1186/s12284-018-0211-8PMC5910329

[4] BrownJK. Yield penalties of disease resistance in crops. Curr Opin Plant Biol. 2002; 5: 339–344. 10.1016/s1369-5266(02)00270-4 12179968

[5] KarasovT, ChaeE, HermanJ, BergelsonJ. Mechanisms to mitigate the tradeoff between growth and defense. Plant Cell. 2017; 29: 666 10.1105/tpc.16.00931 28320784PMC5435432

[6] QiJ, LiuX, ShenD, MiaoH, XieB, LiX, et al A genomic variation map provides insights into the genetic basis of cucumber domestication and diversity. Nat Genet. 2013; 45: 1510–1515. 10.1038/ng.2801 24141363

[7] HerraizFJ, RaigonMD, VilanovaS, Garcia-MartinezMD, GramazioP, PlazasM, et al Fruit composition diversity in land races and modern pepino (*solanum muricatum*) varieties and wild related species. Food Chem. 2016; 203: 49–58. 10.1016/j.foodchem.2016.02.035 26948588

[8] LucasWJ, GrooverA, LichtenbergerR, FurutaK, YadavSR, HelariuttaY, et al The plant vascular system: evolution, development and functions. J Integr Plant Biol. 2013; 55: 294–388. 10.1111/jipb.12041 23462277

[9] YeZH. Vascular tissue differentiation and pattern formation in plants. Plant Biology. 2002; 53: 183–202.10.1146/annurev.arplant.53.100301.13524512221972

[10] HUL, SUNH, LIR, ZhangL, WangS, SuiX, et al Phloem unloading follows an extensive apoplasmic pathway in cucumber (*Cucumis sativus* L.) fruit from anthesis to marketable maturing stage. Plant Cell & Environment. 2011; 34: 1835–1848.10.1111/j.1365-3040.2011.02380.x21707653

[11] ScarpellaE, HelariuttaY. Vascular pattern formation in plants. Curr Top Dev Biol. 2010; 91: 221–265. 10.1016/S0070-2153(10)91008-9 20705184

[12] YamaguchiM, MitsudaN, OhtaniM, Ohme-TakagiM, KatoK, DemuraT. VASCULAR-RELATED NAC-DOMAIN7 directly regulates the expression of a broad range of genes for xylem vessel formation. Plant J. 2011; 66: 579–590. 10.1111/j.1365-313X.2011.04514.x 21284754

[13] ZhongR, LeeC, ZhouJ, MccarthyRL, YeZH. A battery of transcription factors involved in the regulation of secondary cell wall biosynthesis in Arabidopsis. Plant Cell. 2008; 20: 2763–2782. 10.1105/tpc.108.061325 18952777PMC2590737

[14] SmithHM, HakeS. The interaction of two homeobox genes, BREVIPEDICELLUS and PENNYWISE, regulates internode patterning in the Arabidopsis inflorescence. Plant Cell. 2003; 15: 1717–1727. 10.1105/tpc.012856 12897247PMC167164

[15] BonkeM, ThitamadeeS, MahonenAP, HauserMT, HelariuttaY. APL regulates vascular tissue identity in Arabidopsis. Nature. 2003; 426: 181–186. 10.1038/nature02100 14614507

[16] AnnePauline, AzzopardiMarianne, GissotLionel, et al OCTOPUS negatively regulates BIN2 to control phloem differentiation in Arabidopsis thaliana. Current Biology. 2015; 25: 2584–2590. 10.1016/j.cub.2015.08.033 26387715

[17] DenglerN, KangJ. Vascular patterning and leaf shape. Current Opinion in Plant Biology. 2001; 4: 50–56. 10.1016/s1369-5266(00)00135-7 11163168

[18] FengS, XuY, GuoC, ZhengJ, ZhouB, ZhangY, et al Modulation of miR156 to identify traits associated with vegetative phase change in tobacco (*nicotiana tabacum*). Journal of Experimental Botany. 2016; 67: 1493 10.1093/jxb/erv551 26763975

[19] NelsonT, DenglerN. Leaf vascular pattern formation. Plant Cell. 1997; 9: 1121–1135. 10.1105/tpc.9.7.1121 12237378PMC156985

[20] EshedY, IzhakiA, BaumSF, FloydSK, BowmanJL. Asymmetric leaf development and blade expansion in Arabidopsis are mediated by KANADI and YABBY activities. Development. 2004; 131: 2997–3006. 10.1242/dev.01186 15169760

[21] McConnellJR, EmeryJ, EshedY, BaoN, BowmanJ, BartonMK. Role of PHABULOSA and PHAVOLUTA in determining radial patterning in shoots. Nature. 2001; 411: 709–713. 10.1038/35079635 11395776

[22] CarellaP, WilsonDC, KempthorneCJ, CameronRK. Vascular sap proteomics: providing insight into long-distance signaling during stress. Front Plant Sci. 2016; 7: 651 10.3389/fpls.2016.00651 27242852PMC4863880

[23] VlotAC, DempseyDA, KlessigDF. Salicylic acid, a multifaceted hormone to combat disease. Annual Review of Phytopathology. 2009; 47: 177–206. 10.1146/annurev.phyto.050908.135202 19400653

[24] KachrooA, KachrooP. Salicylic acid-, jasmonic acid- and ethylene-mediated regulation of plant defense signaling. Genet Eng (N Y). 2007; 28: 55–83.1715393310.1007/978-0-387-34504-8_4

[25] WeigelRR, PfitznerUM, GatzC. Interaction of NIMIN1 with NPR1 modulates PR gene expression in Arabidopsis. Plant Cell. 2005; 17: 1279–1291. 10.1105/tpc.104.027441 15749762PMC1088002

[26] VosIA, PieterseCMJ, Van WeesSCM. Costs and benefits of hormone-regulated plant defences; 2013; pp. 43–55.

[27] ZhaoJ, LiY, DingL, YanS, LiuM, JiangL, et al Phloem transcriptome signatures underpin the physiological differentiation of the pedicel, stalk and fruit of cucumber (*Cucumis sativus* L.). Plant Cell Physiol. 2016; 57: 19–34. 10.1093/pcp/pcv168 26568324

[28] GremskiK, DittaG, YanofskyMF. The HECATE genes regulate female reproductive tract development in Arabidopsis thaliana. Development. 2007; 134: 3593–3601. 10.1242/dev.011510 17855426

[29] LiljegrenSJ, RoederAH, KempinSA, GremskiK, OstergaardL, GuimilS, et al Control of fruit patterning in Arabidopsis by INDEHISCENT. Cell. 2004; 116: 843–853. 10.1016/s0092-8674(04)00217-x 15035986

[30] DingL, YanS, JiangL, LiuM, ZhangJ, ZhaoJ, et al HANABA TARANU regulates the shoot apical meristem and leaf development in Cucumber (*Cucumis sativus* L.). Journal of Experimental Botany. 2015; 66: 7075 10.1093/jxb/erv409 26320238PMC4765787

[31] AloniR, AloniE, LanghansM, UllrichCI. Role of cytokinin and auxin in shaping root architecture: regulating vascular differentiation, lateral root initiation, root apical dominance and root gravitropism. Ann bot (lond). Annals of Botany. 2006; 97: 883–893.10.1093/aob/mcl027PMC280341216473866

[32] De RybelB, MahonenAP, HelariuttaY, WeijersD. Plant vascular development: from early specification to differentiation. Nat Rev Mol Cell Biol. 2016; 17: 30–40. 10.1038/nrm.2015.6 26580717

[33] Toledo-OrtizG, HuqE, QuailPH. The Arabidopsis Basic/helix-loop-helix transcription factor family. Plant Cell. 2003; 15: 1749–1770. 10.1105/tpc.013839 12897250PMC167167

[34] StrableJ, WallaceJG, Unger-WallaceE, BriggsS, BradburyP, BucklerES, et al Maize YABBY genes drooping leaf1 and drooping leaf2 regulate plant architecture. Plant Cell. 2017; 29: 477–2016.10.1105/tpc.16.00477PMC555973828698237

[35] StahleMI, JanineK, LindsayS, ArnimAGV, GolzJF. YABBYs and the transcriptional corepressors LEUNIG and LEUNIG_HOMOLOG maintain leaf polarity and meristem activity in Arabidopsis. Plant Cell. 2009; 21: 3105–3118. 10.1105/tpc.109.070458 19837869PMC2782291

[36] SavoryEA, GrankeLL, Quesada-OcampoLM, VarbanovaM, HausbeckMK, DayB. The cucurbit downy mildew pathogen *pseudoperonospora cubensis*. Mol Plant Pathol. 2011; 12: 217–226. 10.1111/j.1364-3703.2010.00670.x 21355994PMC6640371

[37] TianM, WinJ, SavoryE, BurkhardtA, HeldM, BrandizziF, et al 454 genome sequencing of pseudoperonospora cubensis reveals effector proteins with a QXLR translocation motif. Mol Plant Microbe Interact. 2011; 24: 543 10.1094/MPMI-08-10-0185 21261462

[38] SiegfriedK, EshedYS, OtsugaD, DrewsG, BowmanJ. Members of the YABBY gene family specify abaxial cell fate in Arabidopsis. Development. 1999; 126: 4117 1045702010.1242/dev.126.18.4117

[39] GolzJF, MarioR, RobertK, AndrewH. GRAMINIFOLIA promotes growth and polarity of Antirrhinum leaves. Development. 2004; 131: 3661 10.1242/dev.01221 15229175

[40] YangC, MaY, LiJ. The rice YABBY4 gene regulates plant growth and development through modulating the gibberellin pathway. Journal of Experimental Botany. 2016; 18: 5545.10.1093/jxb/erw31927578842

[41] HusbandsAY, BenkovicsAH, NogueiraFT, LodhaM, TimmermansMC. The ASYMMETRIC LEAVES complex employs multiple modes of regulation to affect adaxial-abaxial patterning and leaf complexity[open]. Plant Cell. 2015; 27: 3321 10.1105/tpc.15.00454 26589551PMC4707451

[42] SemiartiE, UenoY, TsukayaH, IwakawaH, MachidaC, MachidaY. The ASYMMETRIC LEAVES2 gene of Arabidopsis thaliana regulates formation of a symmetric lamina, establishment of venation and repression of meristem-related homeobox genes in leaves. Development. 2001; 128: 1771–1783. 1131115810.1242/dev.128.10.1771

[43] VenglatSP, DumonceauxT, RozwadowskiK, ParnellL, BabicV, KellerW, et al The homeobox gene BREVIPEDICELLUS is a key regulator of inflorescence architecture in Arabidopsis. Proc Natl Acad Sci U S A. 2002; 99: 4730–4735. 10.1073/pnas.072626099 11917137PMC123716

[44] HardtkeCS, BerlethT. The Arabidopsis gene MONOPTEROS encodes a transcription factor mediating embryo axis formation and vascular development. EMBO J. 1998; 17: 1405–1411. 10.1093/emboj/17.5.1405 9482737PMC1170488

[45] WilliamsL, CarlesCC, OsmontKS, FletcherJC, ZambryskiPC. A database analysis method identifies an endogenous trans-acting short-interfering RNA that targets the Arabidopsis. Proceedings of the National Academy of Sciences. 2005; 102: 9703–9708.10.1073/pnas.0504029102PMC117227115980147

[46] TakatoS, KakeiY, MitsuiM, IshidaY, SuzukiM, YamazakiC, et al Auxin signaling through SCF^TIR1/AFBS^ mediates feedback regulation of IAA biosynthesis. Bioscience Biotechnology & Biochemistry. 2017; 81: 1–7.10.1080/09168451.2017.131369428406060

[47] CaarlsL, PieterseCM, Van WeesSC. How salicylic acid takes transcriptional control over jasmonic acid signaling. Front Plant Sci. 2015; 6: 170 10.3389/fpls.2015.00170 25859250PMC4373269

[48] PieterseCM, VanDDD, ZamioudisC, LeonreyesA, Van WeesSC. Hormonal modulation of plant immunity. Annual Review of Cell & Developmental Biology. 2012; 28: 489.10.1146/annurev-cellbio-092910-15405522559264

[49] GirinT, PaicuT, StephensonP, FuentesS, KornerE, O'BrienM, et al INDEHISCENT and SPATULA interact to specify carpel and valve margin tissue and thus promote seed dispersal in Arabidopsis. Plant Cell. 2011; 23: 3641–3653. 10.1105/tpc.111.090944 21990939PMC3229140

[50] NicholasK, NicholasH. GeneDoc: a tool for editing and annotating multiple sequence alignments. 1997; 4.

[51] TamuraK, StecherG, PetersonD, FilipskiA, KumarS. MEGA6: molecular evolutionary genetics analysis version 6.0. Molecular Biology and Evolution. 2013; 30: 2725–2729. 10.1093/molbev/mst197 24132122PMC3840312

[52] XuTT, RenSC, SongXF, LiuCM. CLE19 expressed in the embryo regulates both cotyledon establishment and endosperm development in Arabidopsis. Journal of Experimental Botany. 2015; 66: 5217–5227. 10.1093/jxb/erv293 26071532PMC4526921

[53] SunC, LiY, ZhaoW, SongX, LuM, LiX, et al Integration of hormonal and nutritional cues orchestrates progressive corolla opening. Plant Physiol. 2016; 171: 1209–1229. 10.1104/pp.16.00209 27208289PMC4902604

[54] SakataT, OshinoT, MiuraS, TomabechiM, TsunagaY, HigashitaniN, et al Auxins reverse plant male sterility caused by high temperatures. Proc Natl Acad Sci U S A. 2010; 107: 8569–8574. 10.1073/pnas.1000869107 20421476PMC2889339

[55] WangZ, GersteinM, SnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet. 2009; 10: 57–63. 10.1038/nrg2484 19015660PMC2949280

[56] TrapnellC, PachterL, SalzbergSL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009; 25: 1105–1111. 10.1093/bioinformatics/btp120 19289445PMC2672628

[57] HuangS, LiR, ZhangZ, LiL, GuX, FanW, et al The genome of the cucumber, *Cucumis sativus* L. Nat Genet. 2009; 41: 1275–1281. 10.1038/ng.475 19881527

[58] AndersS, PylPT, HuberW. HTSeq—a python framework to work with high-throughput sequencing data. Bioinformatics. 2014; 31: 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[59] RobinsonMD, MccarthyDJ, SmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010; 26: 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[60] ZhaoJ, JiangL, CheG, PanY, ZhangX. A functional allele of CsFUL1 regulates fruit length through inhibiting CsSUP and auxin transport in cucumber. The Plant Cell. 2019: 905–2018.10.1105/tpc.18.00905PMC658831030979795

[61] LiuX, NingK, CheG, YanS, HanL, GuR, et al CsSPL functions as an adaptor between HD-ZIP III and CsWUS transcription factors regulating anther and ovule development in cucumber. Plant Journal for Cell & Molecular Biology. 2018; 94.10.1111/tpj.1387729474743

[62] Jenkins JAS. F., WehnerTC. A system for the measurement of foliar diseases of cucumber. Cucurbit Genet. Coop. Rpt. 1983: 10–12.

[63] DingL, YanS, JiangL, ZhaoW, NingK, ZhaoJ, et al HANABA TARANU (HAN) bridges meristem and organ primordia boundaries through PINHEAD, JAGGED, BLADE-ON-PETIOLE2 and CYTOKININ OXIDASE 3 during flower development in Arabidopsis. PLoS Genet. 2015; 11: e1005479 10.1371/journal.pgen.1005479 26390296PMC4577084

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S1 Table

| **S1 Table. Summary of transcriptome sequencing data** | | | | | |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **Raw Reads** | **Clean Reads** | **Mapped** | **Uniquely_mapped** |  | |
| WT vein rep1 | 21.58 | 20.13 (93.3%) | 17.98 (83.32%) | 17.68 (81.93%) |  | |
| WT vein rep2 | 24.92 | 23.25 (93.3%) | 20.56 (82.50%) | 20.21 (81.10%) |  | |
| R5 vein rep1 | 22.59 | 20.93 (92.7%) | 18.5 (81.89%) | 18.21 (80.61%) |  | |
| R5 vein rep2 | 22.86 | 21.34 (93.3%) | 19.01 (83.16%) | 18.73 (81.93%) |  | |
| WT fruit rep1 | 26.38 | 25.01 (94.8%) | 22.65 (85.86%) | 22.3 (84.53%) |  | |
| WT fruit rep2 | 27.13 | 26.10 (96.2%) | 23.53 (86.73%) | 23.16 (85.37%) |  | |
| R5 fruit rep1 | 22.64 | 21.02 (92.8%) | 18.37 (81.14%) | 18.06 (79.77%) |  | |
| R5 fruit rep2 | 26.27 | 24.89 (94.7%) | 21.91 (83.40%) | 21.59 (82.19%) |  | |

Rep1 and rep2 indicated two biological replicates.

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S3 Table

**S3 Table. Examples of genes involved in vascular development that are differentially expressed in the veins of R5 vs WT in cucumber**

| **Gene ID** | **Gene name** | **LogFC** | **p-value** |
| --- | --- | --- | --- |
| Csa2G352430 | BP (KNOTTED1-LIKE HOMEOBOX GENE 1) | -2.7 | 4.1E-05 |
| Csa2G006820 | YAB5 (YABBY family protein 5) | -1.5 | 7.5E-08 |
| Csa5G160210 | FIL (YABBY family protein 1) | -3.0 | 2.8E-15 |
| Csa2G034560 | KNAT2 (KNOTTED1-LIKE HOMEOBOX GENE 2) | -2.2 | 9.7E-03 |
| Csa5G600390 | KNAT6 (KNOTTED1-LIKE HOMEOBOX GENE 6) | 1.8 | 1.1E-06 |
| Csa6G425720 | NAC domain containing protein 90 | 7.1 | 3.4E-11 |
| Csa4G011770 | NAC domain containing protein 83 | 2.2 | 8.5E-13 |
| Csa6G092010 | NAC domain containing protein 83 | 1.3 | 5.7E-07 |
| Csa1G042350 | MYB116 (myb domain protein 116) | 6.5 | 2.1E-39 |
| Csa1G024160 | MYB116b (myb domain protein 116) | 5.8 | 7.8E-18 |
| Csa6G362930 | ACL5 (ACAULIS 5) | 1.3 | 3.6E-03 |
| Csa6G135460 | APL (ALTERED PHLOEM DEVELOPMENT) | 1.5 | 2.8E-06 |
| Csa1G015700 | IRX6 (IRREGULAR XYLEM 6) | -1.0 | 9.0E-03 |
| Csa4G129050 | COBRA-like protein family | 2.6 | 1.5E-13 |
| Csa3G717370 | CCR1 (cinnamoyl coa reductase 1) | 5.4 | 6.0E-12 |
| Csa3G716870 | CCR (cinnamoyl coa reductase) | 5.5 | 5.3E-09 |
| Csa6G091870 | CCR-like | -1.9 | 7.2E-10 |
| Csa3G598910 | CCR-like | 4.0 | 2.1E-04 |
| Csa2G382670 | Eukaryotic elongation factor 5A-1 | -1.1 | 6.4E-03 |
| Csa4G002500 | Cellulose synthase-like D5 | -1.8 | 5.1E-07 |
| Csa7G041990 | Cellulose synthase-like B1 | -1.3 | 2.0E-04 |
| Csa2G416190 | Cellulose synthase-like B3 | 3.4 | 5.7E-28 |
| Csa2G416170 | Cellulose synthase-like B3 | 2.8 | 3.0E-14 |
| Csa2G433910 | Cellulose synthase-like D3 | 3.6 | 2.4E-08 |
| Csa3G180430 | ANL2 (ANTHOCYANINLESS 2) | 3.1 | 9.3E-11 |
| Csa4G046770 | Laccase 11 | 1.5 | 1.8E-03 |
| Csa3G734120 | Laccase 17 | -1.6 | 1.4E-03 |
| Csa1G533470 | Laccase 3 | -3.0 | 1.5E-08 |
| Csa7G429550 | Callose synthase 1 | 2.3 | 2.5E-10 |
| Csa2G302250 | Callose synthase 5 | 1.4 | 5.3E-05 |
| Csa1G013210 | plasmodesmata callose-binding protein 3 | 9.0 | 3.0E-36 |
| Csa5G606660 | plasmodesmata callose-binding protein 3 | 3.9 | 7.9E-10 |
| Csa5G173520 | Phloem protein 2-A14 | 2.4 | 1.4E-06 |
| Csa1G708660 | Phloem protein 2-A9 | 1.1 | 2.7E-04 |
| Csa3G132020 | Phloem protein 2-B12 | 2.8 | 2.6E-08 |
| Csa2G032230 | Phloem protein 2-B15 | 2.3 | 1.0E-04 |
| Csa1G002870 | SIEVE-ELEMENT-OCCLUSION-RELATED 1 | 1.4 | 1.3E-04 |
| Csa2G193340 | SIEVE-ELEMENT-OCCLUSION-RELATED 1 | -2.4 | 1.2E-16 |

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S4 Table

**S4 Table. Examples of auxin-related genes differentially expressed in the veins of**

**R5 vs WT in cucumber**

| **Gene ID** | **Gene name** | **LogFC** | **p-value** |
| --- | --- | --- | --- |
| Csa1G071800 | pinoid-binding protein 1 | 10.4 | 7.1E-25 |
| Csa7G041870 | Auxin-responsive family protein | 6.7 | 5.8E-17 |
| Csa7G033410 | Auxin-responsive family protein | 3.4 | 3.1E-19 |
| Csa4G007100 | Auxin-responsive GH3 family protein | 2.5 | 1.7E-15 |
| Csa7G448680 | SAUR-like auxin-responsive protein family | 2.2 | 1.5E-06 |
| Csa3G198490 | Auxin-responsive GH3 family protein | 2.1 | 2.6E-04 |
| Csa3G000170 | Auxin efflux carrier family protein | 1.8 | 7.4E-06 |
| Csa1G051690 | SAUR-like auxin-responsive protein family | 1.7 | 3.6E-03 |
| Csa6G137590 | SAUR-like auxin-responsive protein family | 1.6 | 2.7E-05 |
| Csa3G119760 | Auxin-responsive GH3 family protein | 1.5 | 3.3E-05 |
| Csa1G569400 | Dormancy/auxin associated family protein | 1.5 | 1.6E-04 |
| Csa7G009150 | SAUR-like auxin-responsive protein family | 1.5 | 1.3E-03 |
| Csa6G092560 | SAUR-like auxin-responsive protein family | 1.3 | 1.1E-03 |
| Csa3G431430 | Auxin-responsive GH3 family protein | 1.0 | 9.1E-03 |
| Csa3G883020 | SAUR-like auxin-responsive protein family | -3.2 | 1.7E-03 |
| Csa2G011420 | AUX/IAA transcriptional regulator family protein | -2.4 | 1.4E-09 |
| Csa7G018810 | SAUR-like auxin-responsive protein family | -2.4 | 3.8E-03 |
| Csa7G010800 | like AUXIN RESISTANT 2 | -2.3 | 1.8E-10 |
| Csa1G427480 | Auxin efflux carrier family protein | -2.2 | 8.9E-03 |
| Csa2G258100 | SAUR-like auxin-responsive protein family | -2.1 | 1.0E-09 |
| Csa2G258750 | SAUR-like auxin-responsive protein family | -2.0 | 4.0E-04 |
| Csa3G134550 | auxin-induced protein 13 | -1.7 | 3.9E-08 |
| Csa3G646510 | SAUR-like auxin-responsive protein family | -1.7 | 2.1E-04 |
| Csa3G143580 | AUX/IAA transcriptional regulator family protein | -1.7 | 1.1E-05 |
| Csa7G008430 | SAUR-like auxin-responsive protein family | -1.6 | 1.7E-03 |
| Csa6G106780 | SAUR-like auxin-responsive protein family | -1.6 | 5.6E-04 |
| Csa7G009020 | SAUR-like auxin-responsive protein family | -1.6 | 3.7E-03 |
| Csa2G170820 | auxin-induced protein 13 | -1.5 | 5.0E-07 |
| Csa2G258780 | SAUR-like auxin-responsive protein family | -1.4 | 1.7E-03 |
| Csa7G009040 | SAUR-like auxin-responsive protein family | -1.3 | 1.2E-02 |
| Csa7G378530 | AUX/IAA transcriptional regulator family protein | -1.2 | 6.0E-04 |

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S5 Table

| **E-box** | **CsIVP-AD** |
| --- | --- |
| CsYAB5-513 | - |
| CsYAB5-616 | - |
| CsYAB5-1626 | +* |
| CsYAB5+382-intron | Un |
| CsYAB5+890-intron | Un |
| CsYAB5+1216-intron | Un |
| CsYAB5+2025-intron | Un |
| CsYAB5+2150-intron | Un |
| CsBP-333 | +* |
| CsBP-1212 | - |
| CsBP-2692 | - |
| CsBP+1779- intron | Un |
| CsBP+2244- intron | Un |
| CsBP+2805- intron | Un |
| CsBP+2931- intron | Un |
| CsAUX4-212 | - |
| CsAUX4-1342 | - |
| CsAUX4-1492 | +* |
| CCR1-925 | - |
| CCR1-1367 | - |
| CCR1-1939 | + |
| CCR1+642-intron | Un |

**S5 Table. Summary of CsIVP binding to the E-box in promoters and introns of *CsYAB5, CsBP, CsAUX4,* and *CsCCR1* genes**

+ indicates positive interaction, – indicates no interaction, Un indicates untested，* represents confirmed by EMSA, ChIP-PCR and Luciferase activity.

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S7 Table

**S7 Table. Gene accession numbers used for phylogenetic analysis**

# Supplementary material for: CsIVP functions in vasculature development and downy mildew resistance in cucumber
**Source:** PLoS Biol. 2020 Mar 23;18(3):e3000671. doi: 10.1371/journal.pbio.3000671
**Supplement:** S1 Raw Images

Fig 2C

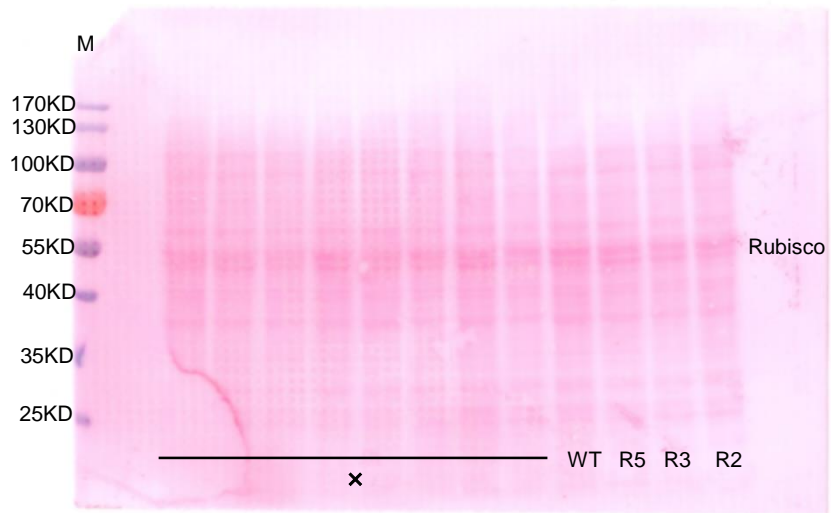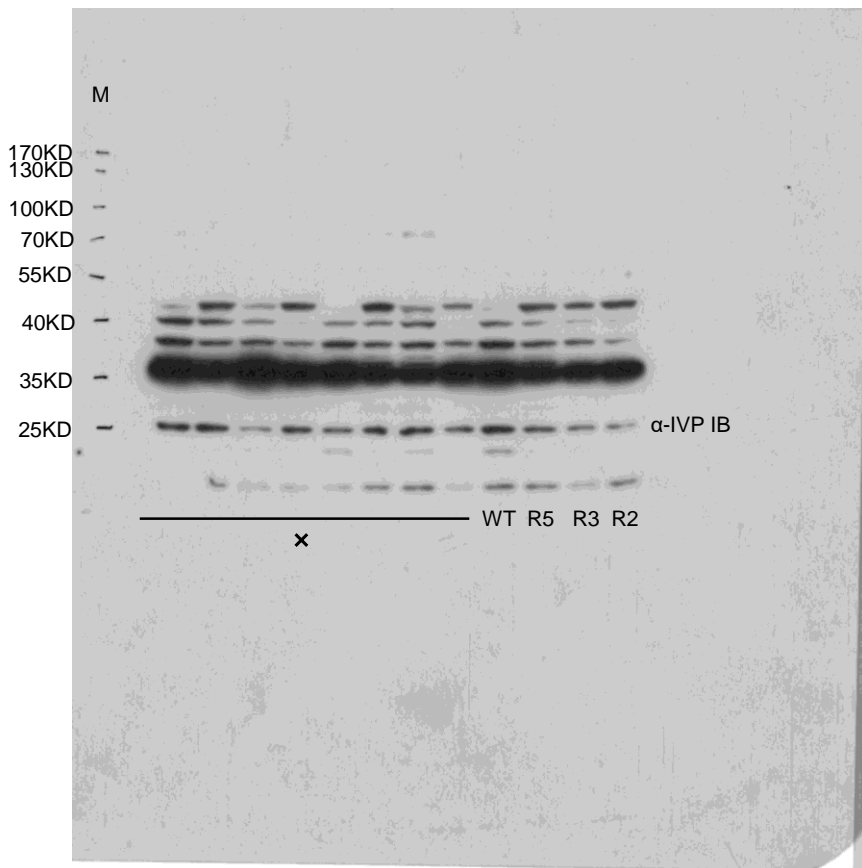

Immunoblots of transgenic lines R5, R3, and R2.

Fig 3D

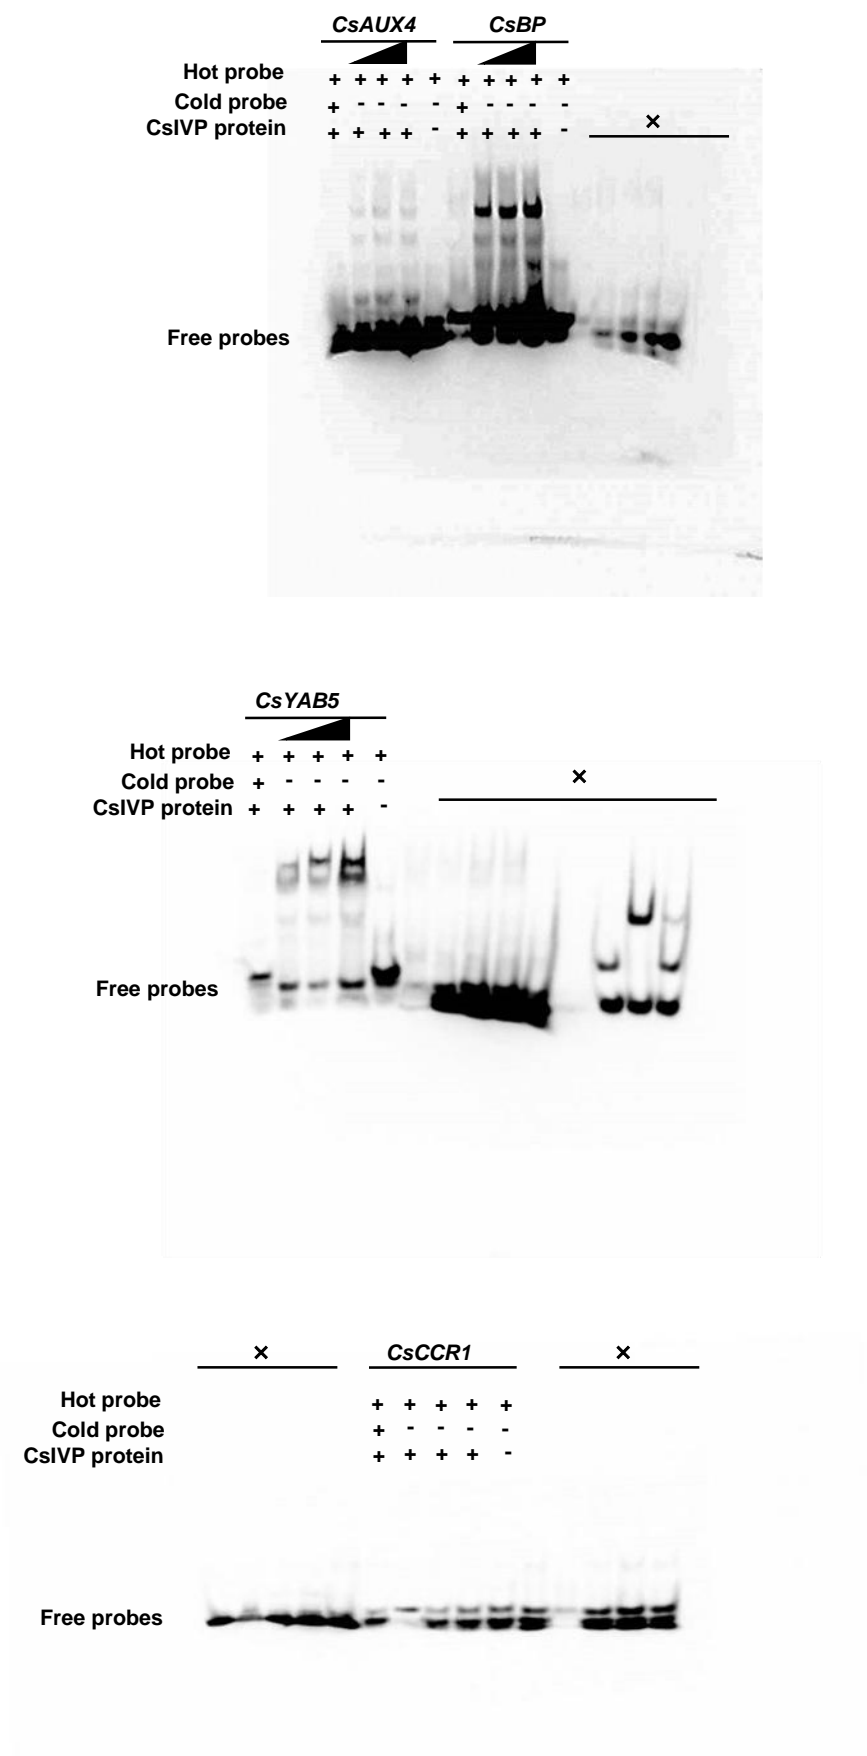

Visualization of direct binding of CsIVP to promoters of *CsYAB5*, *CsBP*, *CsAUX4* and *CsCCR1* via electrophoretic mobility-shift assays.

Fig S6D

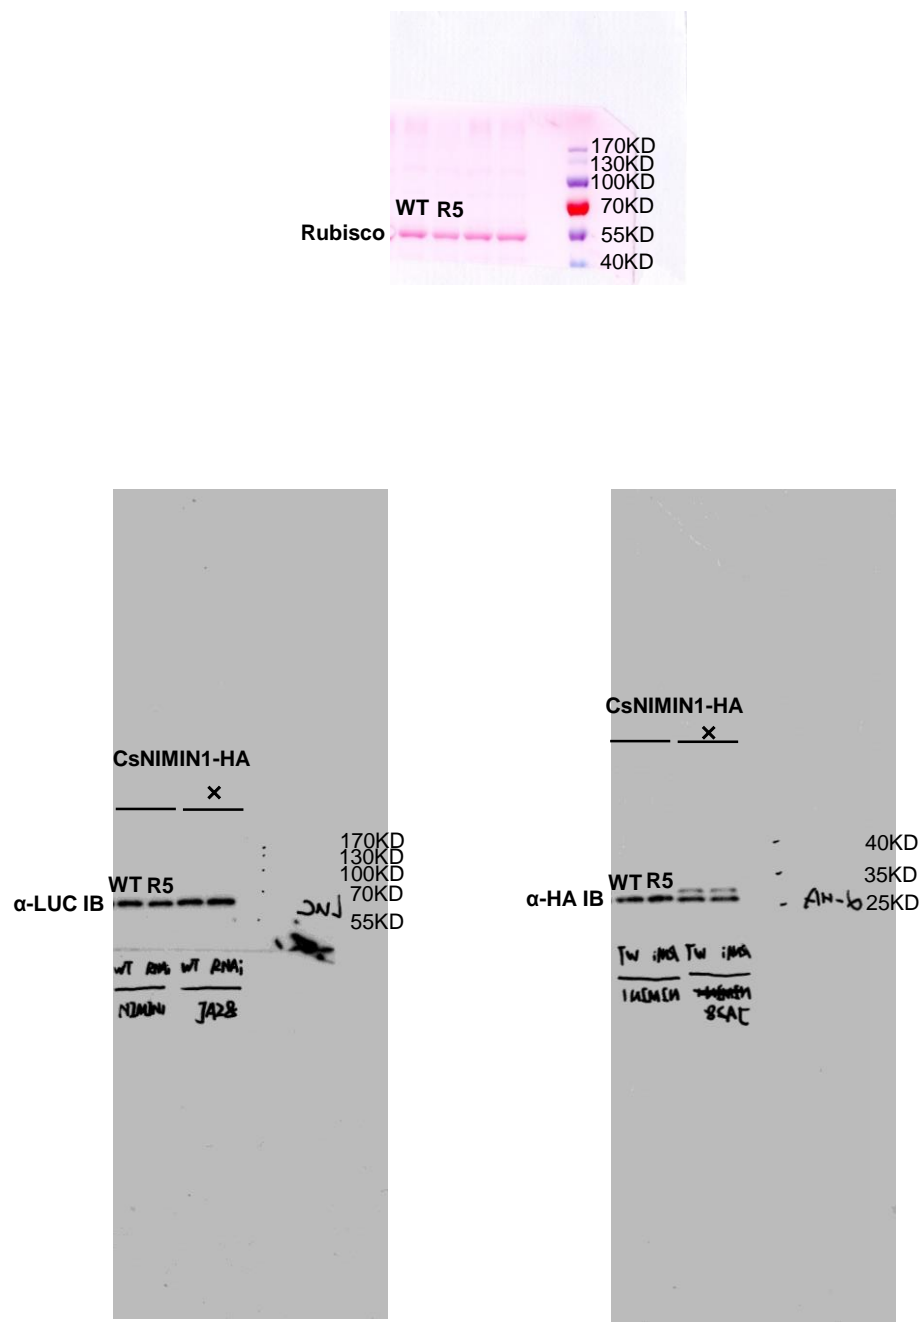

Immunoblots in protoplasts of WT and R5 transgenic plants that overexpressing CsNIMIN1-HA.

How the deposited data were processed for this re-analysis (not part of the article)

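RNA was sequenced from leaf midveins and from fruits 4 d before anthesis of WT and R5 plants, with 2 replicate libraries per tissue and genotype and 8 libraries in all. The authors prepared directional libraries, mapped the reads with TopHat to the cucumber genome, counted reads per gene with HTSeq-count and deposited RPM values, reads scaled to a common library total, for 17783 genes. The versions of these tools are not given in the paper's text. The unit was checked on the values. The values of each library sum to that total, and 100% of its values are whole multiples of the value of 1 read (tolerance 0.05 of a read). The recovered totals were 18088985 and 20743744 reads in WT vein, 18433971 and 18984986 in R5 vein, 21968186 and 22979345 in WT fruit, and 18389219 and 21747929 in R5 fruit. With 1 read worth 0.0435 to 0.0553 RPM, a count of 0 allows 3 reads, or 0.131 to 0.166 RPM, for counting error only.

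The values were analyzed as log2(RPM + 0.5) with limma 3.58.1 (trended empirical Bayes, two-sided) in R 4.3.3, in 1 fit over 8 libraries with 1 mean for each of 4 groups. The fit assumes an equal spread in these groups, while the R5 vein libraries were further apart than the others. Genes with at least 1 RPM in at least 2 libraries were tested, 17778 in all. The residual degrees of freedom were 4 and the prior degrees of freedom 2.69. The comparisons were R5 against WT in vein, R5 against WT in fruit, and the difference between these. The p values were adjusted by Benjamini-Hochberg. A gene was called in a tissue at an adjusted p under 0.05 and at least 2-fold, as in the paper's criteria, and the tissue difference at an adjusted p under 0.05. Groups of 2 allow no exact permutation p below 0.333. The fit was tested on simulated data of 17778 genes in which 200 were changed 4-fold in vein. It recovered 170 of these with 17 false calls, and made 1 false call in fruit, where nothing was changed. edgeR's exact test recovered 192 with 111 false calls, and 67 in fruit. DESeq2 recovered 182 with 59 false calls, and 44 in fruit. The simulation gave each gene 1 dispersion in all libraries, as the limma fit assumes and unlike the data, so these counts need not hold for the data.

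The genes named were fixed by a rule before the data were examined: *CsIVP*, every gene of the paper's text or of S3A Fig that the paper ties to an identifier, the 3 genes with the largest change per tissue and direction among called genes whose replicates do not overlap and whose higher group averages at least 10 RPM, and the 3 genes with the smallest adjusted p for a tissue difference in opposite directions. The paper's tables, values included, had been read when this rule was written. Gene names come from those tables, whose annotations are those of Arabidopsis matches. Words used to group genes by annotation were applied to the hormone sheet of S2 Data and to the held part of S2 Table. The defense words come from a planned list, and their use on S2 Table was settled after the data were examined.

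The alternatives, set before the data were examined except where stated, were a pseudocount of 0.1 or 1, no filter, a stricter filter (at least 1 RPM in every library of a group and 5 RPM on average, 14934 genes), a separate fit per tissue, TMM factors (edgeR 4.0.16) or quantile normalization within a tissue, edgeR's quasi-likelihood and exact tests and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, other thresholds, and leaving out each library in turn. A block with the vein replicate numbers crossed was added after seeing the data. Set tests for 5 gene lists were planned with names from a reference annotation. Of its 23999 genes, 0 matched an identifier in the files, so these tests were not run, and no enrichment was tested. Genes of the paper without an identifier (*AS1*, *AS2*, *HEC1*, *HEC2*, *NIMIN1*, *WHY1*, *SNI1* and *PR-1*) were not analysed here.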

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

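The tests on vein tissue as the whole cause of the genes called up in both tissues and on exchanged fruit labels were chosen only after the result was seen. The former was first run on genes not called in vein, its minimum of 5 genes was dropped and restored after its values were known, and it was then replaced by a test on all abundant R5 vein genes, whose rule was set after the gains were seen and before its count was known. The test on vein tissue in the R5 fruit libraries and that on RPM scaling were written before. No library was tested as lying far from its group, since the groups have 2 libraries.

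The change from WT to R5 differed between vein and fruit in 2032 genes by limma's interaction term. It was positive in 1470, negative in 562 and of opposite sign in the 2 tissues in 859, and 1531 of the genes were also called in vein. The count changed with the libraries kept. It was 0 without WT vein replicate 1, WT vein replicate 2, WT fruit replicate 1 or WT fruit replicate 2, where 3641, 4065, 3684 and 4079 genes had an unadjusted p under 0.05 by limma. It was 124 without R5 fruit replicate 1, 275 without R5 fruit replicate 2, 5546 without R5 vein replicate 1 and 8195 without R5 vein replicate 2. With all libraries edgeR's quasi-likelihood test gave 1953 and DESeq2 3393.

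For the regulators the difference of log2 fold changes, vein minus fruit, was -1.29 (adjusted p = 0.0270) for *YAB5*, -2.55 (adjusted p = 0.0176) for *FIL*, 1.52 (adjusted p = 0.0370) for *KNAT6* and 1.81 (adjusted p = 0.0224) for *APL*. It was -2.54 (adjusted p = 0.0301) for the AUX/IAA gene Csa2G011420. By limma's interaction term the difference was not called for *BP* (adjusted p = 0.0892), *KNAT2* (0.537), *IRX6* (0.318), Csa3G143580 (0.0554) or Csa7G378530 (0.107). Nor was it called for *NPR1* (0.103), or for *NAC90* (0.260), *PP2-B12* (0.0690) and *WAT1* (0.249) of S3A Fig. Of the genes of S3A Fig, the PID-binding protein gene had 2.83 (adjusted p = 0.0207), which depends on the pseudocount as WT vein has no read, *MYB116* 3.36 (adjusted p = 0.0223), *Ubiquitin 11* 2.31 (adjusted p = 0.0378) and *DCD* 2.54 (adjusted p = 0.0172).

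Among the genes with the largest changes the difference was 6.93 (adjusted p = 0.0136) for Csa5G139760, 2.38 (adjusted p = 0.0324) for Csa3G002400, -4.48 (adjusted p = 0.00986) for Csa3G026150 and -4.08 (adjusted p = 0.0104) for Csa3G760500. Csa3G128920, called in fruit and not in vein, had 1.50 (adjusted p = 0.0386). For Csa1G589710, Csa6G153490, Csa6G032470, Csa6G401340, Csa4G154310 and Csa7G046690 the difference was not called (adjusted p from 0.0716 to 0.728 by limma). Of the genes with opposite directions, 2 of the 3 that the rule picks are given, and the other is not used here. They were Csa4G304750, annotated as glutathione S-transferase TAU 8 (vein 4.86, fruit -0.61, difference 5.47 (adjusted p = 0.00803); WT vein had 0 and 1 reads, and the difference was 7.68 with a pseudocount of 0.1 and 4.43 with 1) and Csa5G577370, annotated as nudix hydrolase 1 (vein 2.91, fruit -0.17, difference 3.09 (adjusted p = 0.00986)). Neither gene was called in fruit. Without WT vein replicate 1, WT vein replicate 2, WT fruit replicate 1 or WT fruit replicate 2 the difference is not called for either gene (adjusted p from 0.0509 to 0.0764).

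The genes called in both tissues argue against an exchange of the genotype labels in fruit alone, since 75 changed in the same direction and 0 in opposite directions. With edgeR's exact test these numbers were 511 and 6, with DESeq2 315 and 2, without R5 vein replicate 1 293 and 6, and without R5 vein replicate 2 305 and 9. The values argue against vein tissue in the R5 fruit libraries as the whole cause of the 70 genes called up in both tissues. Not all of them go the same way. The shared genes gained from 6.76% to 241% of their R5 vein level in R5 fruit, 3 of them over 100%, which vein tissue alone would not bring. Of 53 abundant R5 vein genes at 2% or less of that level in WT fruit, called or not, 10 were under 6.76% even at the highest gain their libraries allow, and 4 under 0.5 times that share, where the test required 5. The median gain over the 53 genes was 9.64%, a size that such a share would bring, against 23.5% over the shared genes. The 4 genes among those abundant in vein in both genotypes that are not called in vein gained a median of 0.102% (from -0.231% to 0.589%), and that list leaves out called genes. A small share of vein tissue stays open: over 3 genes high in WT vein and near 0 in WT fruit the median log2 fold change in fruit was 0.264, and 3 genes are too few to decide. Scaling could shift the vein side of the difference, as the calls that were up made 55.04% of the total with TMM, yet the number of genes with a tissue difference was 2062 with TMM. Tissue is a difference that the design names, and a response that differs between the tissues stays open and untested, as does a difference between the plants sampled.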

How the results depend on the processing

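The crossed block was chosen only after the data were seen, and the other alternatives were set before the data were examined. Over the named genes, 555 comparisons with an alternative kept their direction and their side of the threshold, 71 were no longer past it, 9 were newly past it and 2 changed sign. Both sign changes are those of *CsIVP* in fruit, -0.051 without R5 fruit replicate 2 and -0.091 without WT fruit replicate 2, neither of them a call, and over all libraries left out it ranged from -0.091 to 0.29. Genes under the stricter filter have no value there, and edgeR's exact test and the separate fit per tissue give no tissue difference.

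The counts with all libraries are 2494 up and 913 down in vein, 75 up and 9 down in fruit, 70 and 5 shared, and 2032 for the tissue difference. With a pseudocount of 0.1 or 1, no filter or the stricter filter, each stayed within 1.5 times its value. Having no filter says little here, as it tested 17783 genes against 17778. A separate fit per tissue called 492 genes down in vein, 190 up and 28 down in fruit, and 153 shared up. On simulated data this fit recovered 0 of 200 changed genes. The simulation gave each gene 1 dispersion in all libraries and changed few genes. It therefore cannot tell how far the counts of this fit hold for the data, where it called 1671 genes up in vein. The number called down in vein was 1484 with TMM factors, 1638 with quantile normalization, 1460 with edgeR's quasi-likelihood test and 1756 with DESeq2. TMM called 913 of the 913 genes called down on RPM and 1817 of the 2494 called up. The share called up was 55.0% with TMM, 50.7% with quantile normalization, 57.5% with the quasi-likelihood test, 59.9% with edgeR's exact test and 54.3% with DESeq2. The scalings moved the median log2 fold change of all genes in vein from 0.20 to -0.04 with TMM and to -0.09 with quantile normalization.

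edgeR's exact test called 545 genes up and 112 down in fruit, with 481 and 30 shared, and DESeq2 called 326 and 36, with 297 and 18 shared and 3393 for the tissue difference. On simulated data these tests made 67 and 44 false calls in unchanged fruit, against 1 for limma. The simulated fruit took its dispersion from all groups, R5 vein included, so these false calls need not hold for the real fruit libraries. Without the 2-fold requirement 4684 genes were called up and 1814 down in vein. At an adjusted p under 0.01, 0 genes were called up and 0 down in fruit, 0 and 0 were shared, and 47 had a tissue difference. At an unadjusted p under 0.05, 1210 fruit genes passed.

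With the replicate number as a replicate block, limma called 2 genes up and 0 down in fruit, with 2 and 0 shared, and 0 for the tissue difference, where 1051 and 4396 genes had an unadjusted p under 0.05. The adjusted p of *BP* in vein was 0.0544 with this block, and in fruit that of Csa6G401340 was 0.109, Csa4G154310 0.0983, Csa3G128920 0.0908, Csa7G046690 0.0801 and Csa3G002400 0.0626. The numbers do not establish pairs: the deviations of same-numbered libraries correlated across genes at -0.11 in vein and 0.14 in fruit. A crossed block, chosen after seeing the data, gave 831 for the tissue difference. The cause was not tested for any of these.

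With each library left out in turn, the lone library of a group is assumed to vary like the other groups. The vein counts ranged from 1563 (without WT vein replicate 1) to 3285 (without R5 vein replicate 2) up, and from 543 to 1757 down for the same libraries. Without WT vein replicate 2, 566 were called down. Fruit counts ranged from 0 to 306 up and 0 to 51 down, shared counts from 0 to 279 up and 0 to 26 down, and the tissue difference from 0 to 8195. The fruit zeros came without R5 fruit replicate 1, WT fruit replicate 1 and WT fruit replicate 2 (698, 865 and 650 genes at an unadjusted p under 0.05), and 0 up with 1 down without R5 fruit replicate 2. Without WT vein replicate 1 or WT vein replicate 2 the fruit counts were 14 and 1, without R5 vein replicate 1 306 and 51, and without R5 vein replicate 2 305 and 51. The tissue difference was 0 without WT vein replicate 1, WT vein replicate 2, WT fruit replicate 1 or WT fruit replicate 2. As the fit shares 1 spread per gene over the groups, leaving out an R5 vein library takes that group's spread out of the fruit tests. Whether this is the whole cause was not tested.

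Set tests with camera, and their fry and estimated-correlation alternatives, were not run for any of the 5 lists, as no identifier matched the reference names. Depth limits genes near 3 reads (0.131 to 0.166 RPM), among them *KNAT2* in R5 vein.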

Differences from the paper's values

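The paper reports 1588 genes down-regulated in vein, and limma on RPM called 913. The value falls within 1.5 times the paper's with TMM (1484), quantile normalization (1638), edgeR's quasi-likelihood test (1460), edgeR's exact test (1320), DESeq2 (1756), without the 2-fold requirement (1814) and without R5 vein replicate 2 (1757), and not under the other alternatives. The paper's table gives 419 genes up-regulated in fruit, and limma called 75. The gap closes with edgeR's exact test (545), DESeq2 (326), without R5 vein replicate 1 (306) and without R5 vein replicate 2 (305), and under no other alternative set before the data were examined. For genes down-regulated in fruit, Fig 3A shows about 51, read by eye, and limma called 9; the number was 36 with DESeq2 and 51 without R5 vein replicate 1 or R5 vein replicate 2, the alternatives that close the gap. edgeR's exact test gave 112 and its quasi-likelihood test 6, and neither closes it. Shared up-regulated genes number about 380 in Fig 3A, read by eye, against 70, and the gap closes with edgeR's exact test (481), DESeq2 (297), without R5 vein replicate 1 (278) and without R5 vein replicate 2 (279). Shared down-regulated genes number about 25 in Fig 3A, read by eye, against 5, with 30 by edgeR's exact test, 18 by DESeq2 and 26 without R5 vein replicate 2.

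The log2 fold changes in vein differ for some of the named genes. For *YAB5* the paper's value is -1.459, against -1.23, and the values with TMM, quantile normalization, the edgeR tests, DESeq2, without R5 vein replicate 1 and without WT vein replicate 1 fall within the error of the paper's. For *BP* the paper has -2.72 against -1.60, and for *KNAT2* -2.182 against -0.64. The paper gives 5.39 for *CCR1* against 4.41, 6.47 for *MYB116* against 5.88, 7.117 for *NAC90* against 5.58, and 2.781 for *PP2-B12* against 2.34. It gives -5.839 for Csa3G026150 against -4.73 and 8.635 for Csa4G304750 against 4.86, where WT vein had 0 and 1 reads, so that the latter depends on the pseudocount. For each of these the edgeR quasi-likelihood test, edgeR's exact test and DESeq2 come within the error of the paper's value. A pseudocount of 0.1 does so for *BP*, *CCR1*, *MYB116*, *NAC90* and *PP2-B12*. Leaving out R5 vein replicate 2 does so for *CCR1*, *MYB116*, *NAC90* and *PP2-B12*, leaving out WT vein replicate 2 for *MYB116*, and WT vein replicate 1 for *PP2-B12*. For *WAT1* the paper's ratio gives -2.4 on the log2 scale, against -1.20, and only leaving out R5 vein replicate 1 (-1.90) comes within the error. The other alternatives set before the data were examined do not close these gaps.

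The paper states that *KNAT2*, *IRX6* and *WAT1* changed in vein. On RPM with limma they were lower in R5 vein and not called. *KNAT2* was called with a pseudocount of 0.1, edgeR's quasi-likelihood test and DESeq2. *IRX6* was called with TMM, quantile normalization, edgeR's quasi-likelihood test, DESeq2 and without R5 vein replicate 1. *WAT1* was called with edgeR's exact test.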

Other observations

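The tests on the counting of *CsIVP*, the fruit labels, hairpin reads, a graded response and vein tissue as the whole cause of the genes called up in both tissues were chosen only after the result was seen. Those on fruit RNA in R5 vein, vein tissue in R5 fruit and RPM scaling were written before. The reading of the graded response and of RPM scaling as open was also settled after their values were known.

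*CsIVP* had 0 reads in the 4 vein libraries. In all, 26 genes had 0 reads in these libraries, and by fruit mean *CsIVP* is number 2 among them. Of 5822 genes at or above its fruit mean, 2 were at 0 in vein. A counting step or gene model that loses its reads is argued against, since each fruit library had at least 777. *CsIVP* was not lower in R5 fruit. An exchange of the fruit labels alone is argued against by the 75 genes that changed in the same direction in both tissues. Reads from the RNAi hairpin could add to the fruit value in R5: R5 vein had 0, and without the level of the hairpin in fruit this cannot be told apart from an unchanged mRNA. The design offers tissue as a biological explanation, which was not tested.

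The R5 vein libraries differed in more genes than the WT vein libraries. Their counts differed by a chi-square of 237 per degree of freedom, against 7.54 in WT vein, 19.6 in R5 fruit and 13.2 in WT fruit. Fruit RNA in R5 vein replicate 1 is argued against: over 12 genes high in fruit and near 0 in WT vein, its median level was 0.039% of that in R5 fruit, with 1 gene over 1%, and it was 0.0107% in R5 vein replicate 2. A response of differing strength, stronger in replicate 1 of both tissues, may be a candidate explanation. Of 1903 genes called up in vein and higher in R5 vein replicate 1 than 2, 42.72% were also higher in R5 fruit replicate 1, against 36.7% of all genes and 39.4% of the 591 higher in R5 vein replicate 2. Among those of these genes that were over 2-fold higher in R5 fruit than in WT fruit the shares were 73.8% of 382 and 65.2% of 89. In WT fruit replicate 1, 67.8% of the 1903 were higher than in replicate 2. These values do not decide it, and the level of the RNAi in each sample was not measured here. The design names no biological difference between the 2 libraries of a group, and none was tested.

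Genes called in vein tended to change in the same direction in fruit. Over the 3 genes that are high in WT vein and near 0 in WT fruit the median log2 fold change in fruit was 0.264, all 3 higher, at 0.439% of their R5 vein level in R5 fruit and 0.246% of their WT vein level in WT fruit. This may be a small share of vein tissue, and 3 genes are too few to decide. Vein tissue as the whole cause of the genes called up in both tissues is argued against. Of these shared genes, 3 gained over 100% of their R5 vein level, and the lowest gain was 6.76%. The 4 abundant vein genes not called in vein gained at most 0.589%. Of 53 abundant R5 vein genes near absent in WT fruit, 4 stayed under 0.5 times that lowest gain, where the test required 5. The median gain was 9.64% over the 53 genes and 23.5% over the shared genes. A response common to both tissues stays open and untested.

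More genes were called up than down in vein. The 10 most abundant genes took 8.23% and 7.45% of the reads in WT vein, against 3.64% and 6.00% in R5 vein, and TMM factors were 0.803 and 0.838 against 1.05 and 0.919. With TMM factors, 55.04% of the calls were up. The limit for an even split, set beforehand, was 55%, and the shares with DESeq2 (54.3%) and edgeR's quasi-likelihood test (57.5%) lie on either side of it. Scaling thus cannot be told apart from an excess of increases, since the files hold no measure of total RNA.

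The reads counted on genes exceeded the uniquely mapped reads of S1 Table in 6 of 8 libraries, by a ratio of up to 1.03, and the mapped reads in 3 libraries, WT vein replicate 1 (18.09 against 17.98 M), WT vein replicate 2 (20.74 against 20.56 M) and R5 fruit replicate 1 (18.39 against 18.37 M). No explanation was tested.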
